# Pressure overload induces ISG15 to facilitate adverse ventricular remodeling and promote heart failure

**DOI:** 10.1172/JCI161453

**Published:** 2023-05-01

**Authors:** Veera Ganesh Yerra, Sri Nagarjun Batchu, Harmandeep Kaur, MD Golam Kabir, Youan Liu, Suzanne L. Advani, Duc Tin Tran, Shadi Sadeghian, Phelopater Sedrak, Filio Billia, Uros Kuzmanov, Anthony O. Gramolini, Deema O. Qasrawi, Evgeniy V. Petrotchenko, Christoph H. Borchers, Kim A. Connelly, Andrew Advani

**Keywords:** Cardiology, Heart failure

## Abstract

Inflammation promotes adverse ventricular remodeling, a common antecedent of heart failure. Here, we set out to determine how inflammatory cells affect cardiomyocytes in the remodeling heart. Pathogenic cardiac macrophages induced an IFN response in cardiomyocytes, characterized by upregulation of the ubiquitin-like protein IFN-stimulated gene 15 (ISG15), which posttranslationally modifies its targets through a process termed ISGylation. Cardiac ISG15 is controlled by type I IFN signaling, and ISG15 or ISGylation is upregulated in mice with transverse aortic constriction or infused with angiotensin II; rats with uninephrectomy and DOCA-salt, or pulmonary artery banding; cardiomyocytes exposed to IFNs or CD4^+^ T cell–conditioned medium; and ventricular tissue of humans with nonischemic cardiomyopathy. By nanoscale liquid chromatography–tandem mass spectrometry, we identified the myofibrillar protein filamin-C as an ISGylation target. ISG15 deficiency preserved cardiac function in mice with transverse aortic constriction and led to improved recovery of mouse hearts ex vivo. Metabolomics revealed that ISG15 regulates cardiac amino acid metabolism, whereas ISG15 deficiency prevented misfolded filamin-C accumulation and induced cardiomyocyte autophagy. In sum, ISG15 upregulation is a feature of pathological ventricular remodeling, and protein ISGylation is an inflammation-induced posttranslational modification that may contribute to heart failure development by altering cardiomyocyte protein turnover.

## Introduction

Heart failure is the clinical manifestation of a heterogeneous group of often overlapping conditions that impair the effective emptying or filling of the cardiac ventricles. Despite the heterogeneity of its etiology, heart failure is often preceded by a period of ventricular remodeling, a pathological process involving the abnormal change in size, shape, function, or cellular composition of the cardiac chambers in response to load or injury (1). This change in cellular composition includes the accumulation of several different immune cell subpopulations that, through their proinflammatory actions, contribute to adverse remodeling and cardiac dysfunction. For instance, ischemic cell death after myocardial infarction can trigger an IFN response that impairs left ventricular (LV) function and limits survival (2). Immune cell recruitment and pathological remodeling are also key events during the pathogenesis of nonischemic cardiomyopathy, for example that caused by pressure overload (3, 4), a major contributor to heart failure development. However, the role of the IFN response in ventricular remodeling caused by pressure overload has not previously been established.

Among the different immune cell subpopulations that accumulate in the myocardium in response to pathological hemodynamic stress, CCR2^+^ monocyte-derived macrophages have emerged as central players in adverse ventricular remodeling and the development of heart failure (5–9). In addition to their roles in antigen presentation and phagocytosis, macrophages secrete a range of bioactive molecules, including inflammatory chemokines and cytokines, potentially including IFNs (10, 11). In cardiomyocytes, activation of IFN receptors, Toll-like receptors, and cytosolic pattern recognition receptors can, in turn, induce an IFN response that is characterized by the induction of dozens of IFN-stimulated genes (ISGs) (12–14). For instance, one of the most highly inducible ISGs, ISG15 ubiquitin like modifier (IFN-stimulated gene of 15 kDa; ISG15), is expressed by cardiomyocytes in response to the type I IFN IFN-β, and it is induced in cardiomyocytes in response to viral infection (15, 16). One of the primary functions of ISG15 is to covalently conjugate to lysine residues of actively translated proteins through a process termed ISGylation (17). The importance of ISGylation as a posttranslational modification has been appreciated by the virology community for years (18). However, ISGylation has also garnered particular interest recently because one mechanism by which SARS-CoV-2 (the virus responsible for COVID-19) evades the host innate immune response is through its papain-like protease, which cleaves ISG15 from viral proteins (19). In the heart, cardiomyocyte ISG15 posttranslationally modifies coxsackievirus B3 viral protein and attenuates myocarditis (15). Viral proteins, though, are not the only proteins to be ISGylated. To date, several hundred cellular ISG15 protein substrates have been identified, resulting in context-specific gain or loss of protein function (12, 20). However, whether ISG15 induction and protein ISGylation take place during the sterile inflammation associated with pressure overload–induced ventricular remodeling and, if so, whether this has any effect on heart function itself have not been defined.

In this study, our goal was to understand how accumulating immune cells can affect ventricular remodeling and heart function in response to pressure overload. We found that cardiac immune cells induce an IFN response in cardiomyocytes that is characterized by ISG15 upregulation. Through exploring the effects of ISG15 in cardiomyocytes, we define protein ISGylation as an inflammation-induced posttranslational modification important in the development of pathological ventricular remodeling and cardiac dysfunction.

## Results

### Recruited cardiac immune cells induce an IFN response in cardiomyocytes that is characterized by ISG15 upregulation.

In our first set of experiments, we sought to determine how immune cells recruited to the pressure-overloaded heart may affect cardiomyocytes. We began by studying CCR2^+^ macrophages because of their previously described contributions to adverse ventricular remodeling and heart failure development in mice (7) and humans (5). Using in situ hybridization (Figure 1A) and flow cytometry (Figure 1B and Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI161453DS1), we observed that CCR2^+^ macrophages accumulated in mouse hearts early (within 1 week) after transverse aortic constriction (TAC), gradually declining over an 8-week period. We subjected wild-type (WT) and *Ccr2^–/–^* mice (21) to sham or TAC surgery and followed the animals for 8 weeks (Supplemental Figure 2 and Supplemental Tables 1–3). Mean LV mass was increased equivalently in WT and *Ccr2^–/–^* TAC mice (Figure 1C), whereas ejection fraction (Figure 1D), fractional shortening, cardiac output, and stroke volume (Supplemental Figure 3) were all reduced in WT TAC mice and comparatively preserved in *Ccr2^–/–^* TAC mice, confirming a pathogenic role for CCR2^+^ macrophages in ventricular remodeling induced by pressure overload. CCR2^+^ cardiac macrophages were then isolated from *Ccr2^gfp/+^* mice 4 weeks after TAC, and the culture medium conditioned by these cells was applied to cardiomyocytes isolated from adult WT mice, before RNA isolation from the cardiomyocytes and RNA sequencing (Figure 1E). 

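The data are the expression values of 8 RNA sequencing libraries of adult mouse ventricular cardiomyocytes, 4 from cells in control M199 medium and 4 from cells in CCR2+ cardiac macrophage–conditioned medium, each incubated for 24 hours. M199 is a defined culture medium. Conditioned medium carries what the sorted macrophages released over 24 hours of culture, and the macrophages themselves were not added to the cardiomyocytes. Both media received Blebbistatin, a myosin inhibitor that keeps adult cardiomyocytes from contracting, together with insulin-transferrin-selenium and a lipid supplement. The Methods name FBS for the M199 medium of the macrophages and none for the control medium, so the groups may also differ in serum. Of 23 measured immediate-early and serum response genes, none rose or fell at an adjusted p under 0.05 with limma (2 higher and 2 lower unadjusted), their median log2 fold change was 0.13 and the camera test gave an adjusted p of 0.611. RNA was taken only after the 24 hours, so an earlier, passing response would be missed and these values do not decide about serum. Of 19 measured genes of sterol synthesis and uptake, none rose or fell with limma (4 higher and 0 lower unadjusted), the median was 0.22 and the camera test gave an adjusted p of 0.00199 (adjusted p = 0.481 with an estimated correlation).
Libraries were made from total RNA with the KAPA Stranded kit and sequenced on an Illumina NovaSeq. The authors trimmed adaptors with cutadapt, aligned the reads to GRCm38 with Hisat2, estimated transcript abundances with StringTie and derived FPKM with Ballgown, and the versions are not given in the sources used here. FPKM is a number of sequenced fragments scaled by transcript length and by the mapped fragments of the library, and the 11367 protein-coding genes tested each have a mean of at least 0.5 FPKM in at least 1 group. The Methods give a read length and a read number for the sequencing service, but the deposited FPKM carry no read totals, so the depth of each library is unknown and no counting error is given. Low FPKM were not whole multiples of the value of 1 read (best mean cosine 0.143 to 0.26 over the 8 libraries, where whole reads would give 1). The FPKM summed to 313169 to 347784 in the control libraries and to 321363 to 387597 in the conditioned-medium libraries.
Transcripts of the 13 mitochondrially encoded genes made up 30.2% to 40.7% of the sum in the control libraries, 30.8% to 35.1% in conditioned-medium replicates 1 to 3 and 63.0% in conditioned-medium replicate 4. That replicate stood apart from the others. Its correlation with the other 7 libraries was 0.908 to 0.942 on the log2(FPKM + 1) scale, against 0.969 to 0.991 among those 7. Control replicates 2 and 4 had the lowest mean deviation of the endothelial markers, -0.46 and -0.99 from the mean of the 8 libraries, and of the mural markers, -0.60 and -0.64.
Differences between the media were tested with limma on log2(FPKM + 1), with Benjamini-Hochberg adjustment over all genes tested. Log2 fold changes on this scale understate the change of genes with low FPKM. Neither the paper nor the labels say that the libraries of a group came from separate animals, so the p values measure the spread between these libraries, which may be technical.

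**Figure D1:**
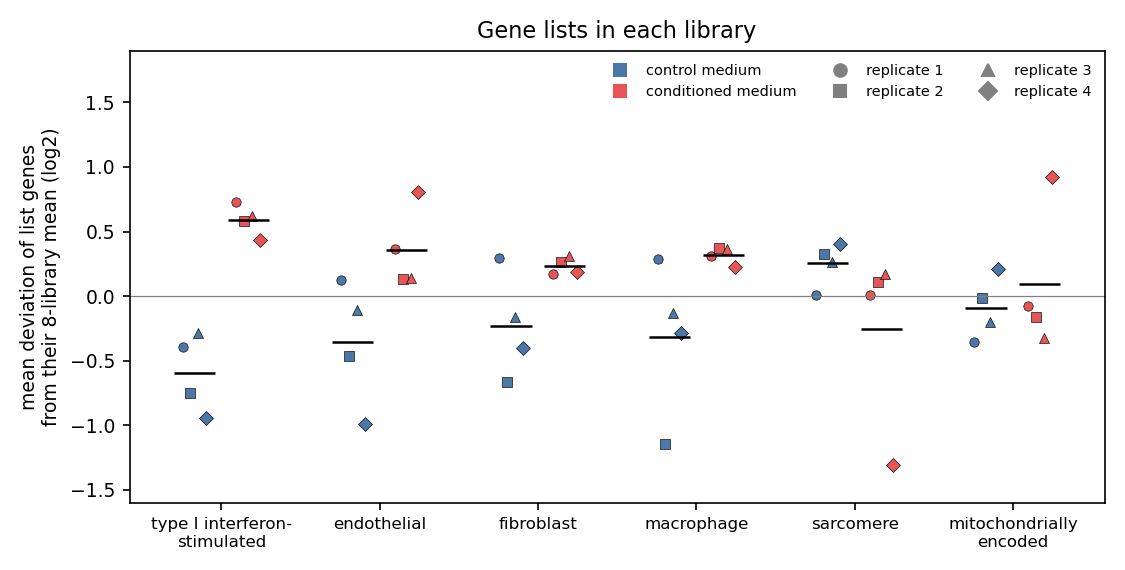
Mean deviation of the genes of 6 lists from their mean over the 8 libraries (log2 scale), for each library in control medium (blue) and conditioned medium (red). Symbols mark the replicate number and black lines the group means. Conditioned-medium replicate 4 lies at -1.31 for the sarcomere genes and at 0.92 for the mitochondrially encoded genes.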

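The chemokine genes Cxcl5, Ccl2, Ccl7 and Cxcl1 rose in the cardiomyocyte cultures exposed to medium conditioned by CCR2+ cardiac macrophages. Cxcl5 encodes a chemokine that attracts neutrophils. It had the highest log2 fold change of the 11367 genes tested on the log2(FPKM + 1) scale, but not with 0.1 added in place of 1 (3.51, against 3.67 for Gvin1). It was at 8.15 ± 3.39 FPKM (SD, n = 4) in control medium and 89.3 ± 14.3 FPKM (SD, n = 4) in conditioned medium, a log2 fold change of 3.36 (standard error 0.25, adjusted p = 2.2e-04 from limma). Ccl2, which encodes a ligand of the receptor CCR2, was at 31.2 ± 5.05 FPKM (SD, n = 4) and 97.5 ± 7.54 FPKM (SD, n = 4), a log2 fold change of 1.62 (standard error 0.17, adjusted p = 0.00148 from limma). Of 21 measured inflammatory genes driven by NF-kappaB, 5 rose (Cxcl5, Ccl2, Ccl7, Cxcl1 and Il6), 16 did not pass the test, and none fell with limma (8 higher and 0 lower unadjusted, 8 higher when adjusted over the list alone). Their median log2 fold change was 0.51 (adjusted p = 2.5e-08 from camera, adjusted p = 0.0734 with an estimated correlation). Markers of other cells were also positive, with a log2 fold change above 0 for 16 of 16 endothelial, 16 of 16 macrophage and 15 of 16 fibroblast markers, of which Dcn alone passed the test with limma. Sod2, the most abundant NF-kappaB gene, had a log2 fold change of -0.34 (adjusted p = 0.728 from limma).
Among genes lower at an unadjusted p under 0.05, the lowest log2 fold changes were -1.36 for Nppb, which encodes the precursor of B-type natriuretic peptide, -1.33 for Nmrk2 and -1.23 for Zfp180, and none of these passed the test (adjusted p = 0.245, 0.448 and 0.311 from limma). Zfp180 was at 7.34 FPKM in conditioned-medium replicate 4 and at 1.10 to 1.54 FPKM in the other 3, and without replicate 4 its log2 fold change was -1.69 (adjusted p = 0.00339 from limma). Asb2, a ubiquitin ligase gene of muscle, had a log2 fold change of -0.99 (adjusted p = 0.283 from limma), and -0.65 without conditioned-medium replicate 4 (adjusted p = 0.0416 from limma). The log2 fold change of Nmrk2 was -0.81 without conditioned-medium replicate 4, and 0.16 with the mean of the endothelial markers as a covariate, added after seeing the data. Nppb was at 314 FPKM in control replicate 4 and at 90.5 to 121 FPKM in the other 3 control libraries. Of 27 measured sarcomere and Z-disc genes, none rose or fell at an adjusted p under 0.05 with limma (0 higher and 2 lower unadjusted, and none when adjusted over the list alone), and their median log2 fold change was -0.54 (adjusted p = 3.6e-10 from camera, adjusted p = 0.373 with an estimated correlation). Ldb3, a Z-disc protein gene, was at 59.6 ± 11.4 FPKM (SD, n = 4) in control medium and 36.8 ± 15.7 FPKM (SD, n = 4) in conditioned medium, a log2 fold change of -0.81 (-0.39 without conditioned-medium replicate 4), and Actc1, which encodes cardiac actin and was the most abundant of the list, had a log2 fold change of -0.75 (adjusted p = 0.546 from limma). The sarcomere genes were lowest in conditioned-medium replicate 4, with a mean deviation of -1.31 against 0.01 to 0.17 in the other 3 conditioned-medium libraries. Without that library their median log2 fold change was -0.14, and the list still passed camera with its preset correlation (adjusted p = 2.7e-11). Of 27 measured genes of fatty acid oxidation, none rose or fell with limma (0 higher and 2 lower unadjusted), and the median was -0.40 (adjusted p = 1.8e-09 from camera, adjusted p = 0.373 with an estimated correlation). Their mean deviation in conditioned-medium replicate 4 was -0.94, against -0.03 to 0.13 in the other 3 conditioned-medium libraries.
Over all genes, 63 rose and none fell at an adjusted p under 0.05 with limma, with 998 higher and 96 lower unadjusted and 0.0663 as the smallest adjusted p of a lower gene. A per-gene F test with a library-size term and a per-gene linear model each called 0 genes higher and 0 lower at an adjusted p under 0.05, and limma with array weights called 882 higher and 51 lower, with Nppb, Zfp180 and Asb2 among the lower (adjusted p = 0.0323, 3.6e-04 and 0.00735, and up to 0.567, 0.767 and 0.816 over the alternatives set before the data were examined). In each of the 63 genes the 4 conditioned-medium libraries lay above the 4 control libraries. Such a separation was found in 577 genes upward and 166 downward, where chance gives 162 each way (1.43%). At a fold change of at least 1.5 and an unadjusted p under 0.05, 467 genes (4.11%) were higher and 39 (0.343%) lower, so that 92.3% of them were higher. The F test with the library-size term gave 216 higher and 148 lower at these thresholds, 59.3% higher.
Leaving out 1 library moved the 63 rises to 110 (control replicate 1), 31 (control replicate 2), 39 (control replicate 4), 35 (conditioned-medium replicate 1), 40 (conditioned-medium replicate 2) or 41 (conditioned-medium replicate 3), the 467 to 808 (control replicate 1) or 259 (control replicate 4), and the 39 to 22 (control replicate 2), 76 (conditioned-medium replicate 1), 104 (conditioned-medium replicate 2), 108 (conditioned-medium replicate 3) or 10 (conditioned-medium replicate 4). Without both control replicates 2 and 4, a choice made after seeing the data, 2 genes rose at an adjusted p under 0.05 and 124 were higher at a fold change of 1.5.

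**Figure D2:**
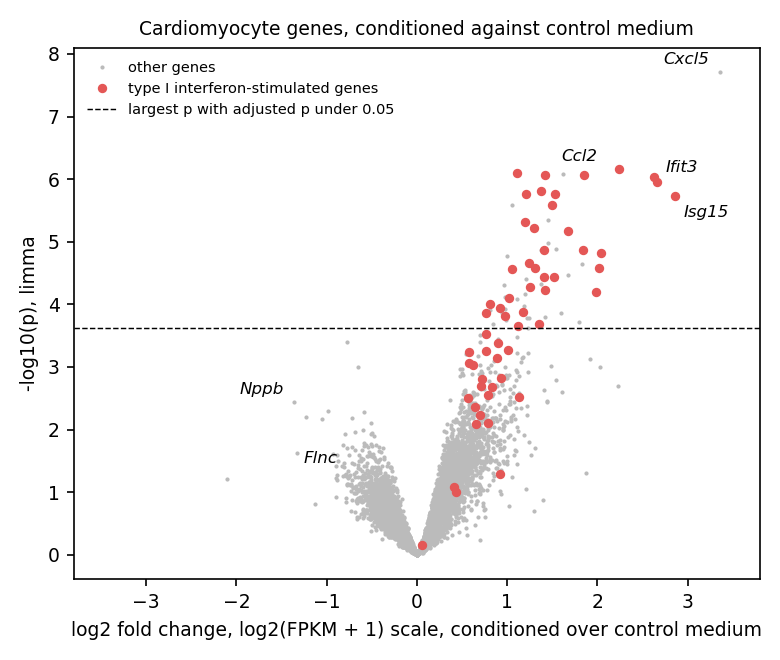
Each point is 1 of the 11367 genes, with its log2 fold change on the log2(FPKM + 1) scale on the horizontal axis and -log10 of its unadjusted p from limma on the vertical axis. Type I interferon-stimulated genes are red, and genes on or above the dashed line have an adjusted p under 0.05. These 63 genes all lie to the right, with Cxcl5 at 3.36.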

Among the 11,368 genes detected in adult mouse cardiomyocytes (fragments per kilobase of transcript per million [FPKM] ≥ 0.5 mean in 1 group), 295 (2.6%) were upregulated in cardiomyocytes cultured in medium conditioned by CCR2^+^ cardiac macrophages, and 12 (0.1%) were downregulated (Figure 1F) (fold change ≥ 1.5, *P* < 0.05). 

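Most of the measured type I interferon-stimulated genes rose in the cardiomyocyte cultures in conditioned medium. Of 57 measured type I interferon-stimulated genes, 34 rose, 23 did not pass the test, and none fell with limma (53 higher and 0 lower unadjusted, 53 higher when adjusted over the list alone). All 57 had a positive log2 fold change, with a median of 1.11 (adjusted p = 3.2e-73 from camera, adjusted p = 0.0734 with an estimated correlation). Ifit1, which encodes a protein that binds viral RNA, was at 1.08 ± 0.676 FPKM (SD, n = 4) in control medium and 8.64 ± 1.76 FPKM (SD, n = 4) in conditioned medium, a log2 fold change of 2.24 (standard error 0.23, adjusted p = 0.00148 from limma). Its relatives Ifit3 and Ifit3b, whose similar sequences may share reads, had log2 fold changes of 2.66 and 2.04 (adjusted p = 0.00158 and 0.00687 from limma). Ifitm3, which encodes a membrane protein that blocks virus entry and was the most abundant of the list, was at 68.8 ± 25.4 FPKM (SD, n = 4) and 280 ± 107 FPKM (SD, n = 4), a log2 fold change of 2.02 (standard error 0.30, adjusted p = 0.00998 from limma, 0.0573 without control replicate 4, 0.067 with quantile normalization, and 4.7e-04 to 0.212 over the alternatives set before). Its conditioned-medium replicate 4 was at 439 FPKM and the other 3 at 211 to 246 FPKM.
Of 19 measured interferon-gamma-inducible GTPases and regulators, 6 rose, 13 did not pass the test and none fell with limma (16 higher and 0 lower unadjusted, 16 higher when adjusted over the list alone), with a median of 0.98 (adjusted p = 4.7e-19 from camera, adjusted p = 0.114 with an estimated correlation). They include Tgtp2 and Tgtp1, near-identical copies that may share reads, with log2 fold changes of 1.67 and 1.45, and Gbp3 with 1.67 (adjusted p = 0.00409, 0.00585 and 0.012 from limma). Iigp1, the most abundant of this list, had a log2 fold change of 0.75 (adjusted p = 0.707 from limma). Of 21 measured genes of MHC class I processing and presentation, 2 rose (H2-T23 and H2-T24) and none fell with limma (15 higher and 0 lower unadjusted, 14 higher when adjusted over the list alone), with a median of 0.71 (adjusted p = 1.3e-12 from camera, adjusted p = 0.215 with an estimated correlation). B2m, which encodes the invariant chain of these molecules, was at 260 ± 63.1 FPKM (SD, n = 4) and 455 ± 146 FPKM (SD, n = 4), with an adjusted p of 0.323 from limma. Of 6 measured genes of MHC class II presentation, none rose or fell with limma (4 higher and 0 lower unadjusted, 4 higher when adjusted over the list alone), with a median of 0.77 (adjusted p = 0.0015 from camera, 0.0586 without conditioned-medium replicate 4, adjusted p = 0.368 with an estimated correlation).
At a fold change of at least 2.5 and an unadjusted p under 0.05, 42 genes were higher and 2 lower, and 32 of the 42 passed an adjusted p under 0.05 with limma. The type I interferon-stimulated list holds 19 of the 42, the most of any list tested (adjusted p = 9.7e-33, one-sided Fisher exact test). The GTPase list holds 6, the NOD-like receptor list 6, the NF-kappaB list 4 and the list of ISG15 conjugation and removal 2, each enriched at an adjusted p under 0.05 in the same test. These lists share genes and are not separate evidence. The 2 of the ISG15 list, Isg15 and Usp18, are also on the interferon-stimulated list. The 6 of the NOD-like receptor list are all on the interferon-stimulated, GTPase or NF-kappaB lists.
Of 16 measured endothelial markers, all had a positive log2 fold change, none rose or fell with limma (13 higher and 0 lower unadjusted, 11 higher when adjusted over the list alone), and the median was 0.71 (adjusted p = 3.3e-10 from camera, adjusted p = 0.368 with an estimated correlation). Eng, the most abundant of them, was at 44.0 ± 16.3 FPKM (SD, n = 4) and 77.9 ± 23.4 FPKM (SD, n = 4). With the mean of these markers in each library as a covariate, added after seeing the data, the median of the interferon-stimulated list was 0.86 and 45 of its 57 members were higher at an unadjusted p under 0.05, while 1 gene of all genes tested passed the adjusted p. The 42 genes became 69 without control replicate 1, and 23 without both control replicates 2 and 4.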

Hierarchical clustering of genes that were upregulated ≥2.5-fold (*P* < 0.05) revealed that dozens of these genes are involved in the IFN response (Supplemental Figure 4A). 

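Within NOD-like receptor signaling, most of the genes that rose belong to the interferon lists, and the others were the chemokine genes Ccl2 and Cxcl1 and the cytokine gene Il6. Of 54 measured genes selected for this pathway, 10 rose, 44 did not pass the test and none fell with limma (24 higher and 0 lower unadjusted, 22 higher when adjusted over the list alone). The 10 are Oas1a, Oas2, Irf7, Irf9, Stat2, Gbp3, Gbp7, Ccl2, Cxcl1 and Il6, of which the first 7 belong to the interferon lists. Oas2, which encodes an enzyme activated by double-stranded RNA, was at 0.164 ± 0.0815 FPKM (SD, n = 4) in control medium and 1.51 ± 0.185 FPKM (SD, n = 4) in conditioned medium, a log2 fold change of 1.11 (standard error 0.12, adjusted p = 0.00148 from limma). Oas1a and Irf7, the latter a transcription factor of the interferon response, had log2 fold changes of 1.53 and 1.49 (adjusted p = 0.00174 and 0.00213 from limma). The receptor genes Nod1 and Nod2 had log2 fold changes of 0.68 and 0.45 and did not pass the test (adjusted p = 0.357 for each from limma), and Ctsb, the most abundant gene of the list, had one of 0.05 (adjusted p = 0.952 from limma). The median of the list was 0.34 (adjusted p = 6.9e-15 from camera, adjusted p = 0.261 with an estimated correlation).
Of 44 measured genes selected for viral myocarditis, the 2 that rose encode MHC class I molecules. H2-T23 was at 3.36 ± 1.85 FPKM (SD, n = 4) and 13.5 ± 1.05 FPKM (SD, n = 4), a log2 fold change of 1.83 (standard error 0.27, adjusted p = 0.0092 from limma), and H2-T24 had a log2 fold change of 0.81 (adjusted p = 0.0281 from limma). None of the 44 fell with limma (18 higher and 0 lower unadjusted, 14 higher when adjusted over the list alone), and the median was 0.27 (adjusted p = 1.4e-04 from camera, adjusted p = 0.368 with an estimated correlation). Myh6, which encodes the main myosin heavy chain of the adult mouse heart and was the most abundant of this list, was at 835 ± 231 FPKM (SD, n = 4) and 596 ± 268 FPKM (SD, n = 4), with a log2 fold change of -0.59 (adjusted p = 0.667 from limma).
Sensors of foreign nucleic acid and complement genes were also measured. Of 14 pattern recognition receptors and adaptors, Ifih1 alone rose, with a log2 fold change of 0.92 (adjusted p = 0.0273 from limma), and none fell with limma (6 higher and 0 lower unadjusted, 4 higher when adjusted over the list alone). Their median was 0.34 (adjusted p = 9.4e-05 from camera, adjusted p = 0.368 with an estimated correlation). Of 6 measured complement components, none rose or fell with limma over all genes tested (6 higher and 0 lower unadjusted, 6 higher when adjusted over the list alone). Their median was 0.90 (adjusted p = 1.0e-07 from camera, adjusted p = 0.178 with an estimated correlation), and all 6 had a positive log2 fold change. Among them, Serping1, an inhibitor of complement, was at 3.40 ± 1.44 FPKM (SD, n = 4) and 7.56 ± 1.70 FPKM (SD, n = 4). Of 15 measured genes of the interleukin-6 family and the acute-phase response, none rose or fell with limma (8 higher and 0 lower unadjusted, 6 higher when adjusted over the list alone), with Lif at a log2 fold change of 0.70 (adjusted p = 0.122 from limma). Their median was 0.63 (adjusted p = 3.4e-04 from camera, adjusted p = 0.373 with an estimated correlation). These lists were written from general knowledge and are not the KEGG gene sets.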

Gene Ontology and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses similarly identified upregulated biological processes and pathways linked with immune responses (Supplemental Tables 4 and 5), including NOD-like receptor signaling (*P* = 6.38 × 10^–15^, false discovery rate [FDR] 6.86 × 10^–13^) and viral myocarditis (*P* = 2.61 × 10^–8^, FDR 1.40 × 10^–6^) (Supplemental Table 5). We entered the gene symbol list from the heatmap (Supplemental Figure 4A) into the Interferome (v2.01) database (22) and observed that of the 42 differentially expressed genes, 39 had been described as being IFN response genes in mice (fold change ≥ 2.0) (Supplemental Figure 4B). 

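Of the 42 genes higher by at least 2.5-fold at an unadjusted p under 0.05 with limma, 26 belong to the 104 measured genes of 4 lists fixed beforehand, the type I interferon-stimulated genes, the interferon-gamma-inducible GTPases, the MHC class I genes and the genes of ISG15 conjugation. The 16 others are Cxcl5, Cxcl1, Cxcl3, Ccl2, Ccl6, Ccl7 and Pf4, which encode chemokines, Ifi211 and Mndal, Selp, Mmp3, Ptx3, Pdpn, Ly6a, Cyp1b1 and Hist2h2aa1, most of them named after their values were seen. Mmp3 was at 3.62 ± 1.44 FPKM (SD, n = 4) in control medium and 32.4 ± 41.2 FPKM (SD, n = 4) in conditioned medium, with 94.2 FPKM in conditioned-medium replicate 4 and 9.65 to 14.6 FPKM in the other 3, and its adjusted p was 0.183 from limma. Selp, the gene of the adhesion molecule P-selectin, had a log2 fold change of 1.80 (adjusted p = 0.0368 from limma), with adjusted p values of 0.0782 to 0.141 without control replicates 2, 3 or 4 or conditioned-medium replicates 1, 2 or 3, left out 1 at a time, 0.108 with a pseudocount of 0.1, 0.0595 with equal library totals and 0.0711 with summed transcripts, and 7.8e-05 to 0.141 over the alternatives set before. The 4 interferon lists hold 43 of the 63 genes that rose at an adjusted p under 0.05 and 78 of the 467 higher by at least 1.5-fold. The paper also counts 42 genes, but its own gene list was not used here, so the sets need not hold the same genes. The Interferome database was not used either.
All 10 genes of the qRT-PCR panel of Figure 2A were among the 42. Of these 10, 9 rose and none fell at an adjusted p under 0.05 with limma (10 higher and 0 lower unadjusted, 10 higher when adjusted over the list alone), with a median log2 fold change of 2.03 (adjusted p = 7.9e-27 from camera, adjusted p = 0.0734 with an estimated correlation). The study chose this panel itself, so it is not independent evidence of the direction. Ifi27l2a, which the paper prints as Ifi2712a, was at 2.23 ± 1.31 FPKM (SD, n = 4) and 17.8 ± 2.83 FPKM (SD, n = 4), a log2 fold change of 2.63 (adjusted p = 0.00148 from limma). Bst2, which encodes tetherin, a protein that holds budding virus at the cell surface, was at 16.2 ± 6.66 FPKM (SD, n = 4) and 57.0 ± 1.82 FPKM (SD, n = 4), a log2 fold change of 1.84 (adjusted p = 0.00645 from limma). Oasl2 had a log2 fold change of 1.85 (adjusted p = 0.00148 from limma, 0.052 with transcript FPKM summed per gene, and 2.9e-05 to 0.0916 over the alternatives set before). Lgals3bp had one of 1.99 (adjusted p = 0.0183 from limma), with an adjusted p of 0.081 without control replicate 2, 0.0661 without control replicate 4, 0.0659 without conditioned-medium replicate 1 and 0.0535 without conditioned-medium replicate 3. Gvin1, a very large interferon-inducible GTPase, was the gene that did not pass the test, with a log2 fold change of 2.03 (standard error 0.47, adjusted p = 0.126 from limma, 0.0166 without control replicate 3). It was at 0.00413 and 0.00675 FPKM in control replicates 2 and 4 and at 2.60 and 4.22 FPKM in control replicates 1 and 3.
None of the 57 measured markers of endothelial cells, macrophages, fibroblasts and mural cells is among the 42. With 42 of 11367 genes, few or no markers would be there by chance, so this does not argue against a part of other cells. Of the 57, 1 (Dcn) is among the 63 genes that rose. Among the 467, which are 4.11% of all genes tested, are 22 of the 57, 12 of them endothelial. Macrophage and monocyte markers had a median log2 fold change of 0.56 over 16 measured (adjusted p = 7.7e-07 from camera, adjusted p = 0.368 with an estimated correlation), and none rose or fell with limma (7 higher and 0 lower unadjusted, none when adjusted over the list alone). The most abundant of them, Lyz2, was at 68.0 ± 47.1 FPKM (SD, n = 4) in control medium and 110 ± 6.34 FPKM (SD, n = 4) in conditioned medium. The mean deviation of the macrophage markers was -1.15 in control replicate 2 and -0.29 to 0.29 in the other control libraries. It was 0.22 to 0.38 in conditioned medium. Of 16 measured fibroblast markers, Dcn rose, with a log2 fold change of 1.22 (adjusted p = 0.0336 from limma), and none fell with limma (3 higher and 0 lower unadjusted, 3 higher when adjusted over the list alone). Their median was 0.38 (adjusted p = 4.1e-05 from camera, adjusted p = 0.368 with an estimated correlation).

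**Figure D3:**
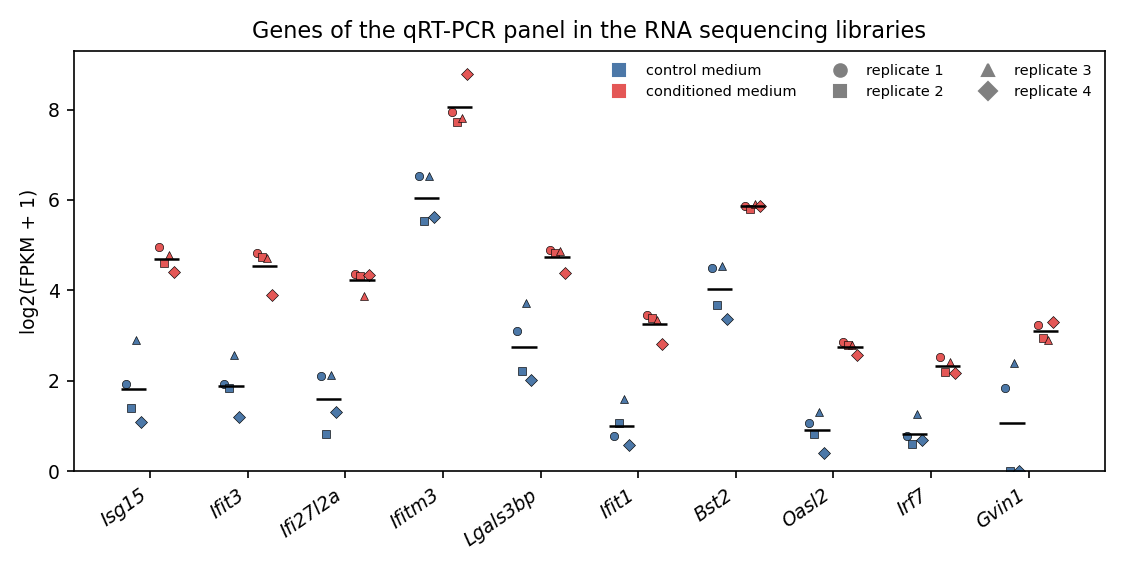
log2(FPKM + 1) of the 10 genes of the qRT-PCR panel in each library, in control medium (blue) and conditioned medium (red). Symbols mark the replicate number and black lines the group means. In every gene the 4 conditioned-medium libraries lie above the 4 control libraries, and control replicates 2 and 4 lie near 0 for Gvin1.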

Next, to confirm that CCR2^+^ cardiac macrophages induce an IFN response in mouse cardiomyocytes, we exposed cardiomyocytes to medium conditioned by CCR2^+^ cardiac macrophages isolated from mouse hearts 1 week after TAC before performing quantitative reverse transcription PCR (qRT-PCR). Of 10 selected ISGs, 8 were also increased by CCR2^+^ cardiac macrophage–conditioned medium at this earlier time point (*Isg15*, *Irf7*, *Ifit1*, *Ifi2712a*, *Ifitm3*, *Oasl2*, *Lgals3bp*, *Bst2*) (Figure 2A). Similarly, when we performed qRT-PCR of mRNA isolated from mouse hearts 1, 4, or 8 weeks after TAC surgery, we also observed an increase in transcript abundance of ISGs (*Isg15*, *Ifit1*, *Ifi2712a*, *Ifitm3*, *Oasl2*, *Bst2*, and *Gvin1*) (Supplemental Figure 5).

Having detected evidence of IFN pathway activation and ISG induction in cardiomyocytes exposed to CCR2^+^ cardiac macrophage–conditioned medium and in TAC hearts, we selected ISG15 for further study. We did this because (a) *Isg15* was upregulated more than 7-fold in our RNA sequencing experiment (*P* < 0.001) (Figure 1F); (b) *Isg15* mRNA levels were confirmed by qRT-PCR to be upregulated in cardiomyocytes exposed to CCR2^+^ cardiac macrophage–conditioned medium (Figure 2A); and (c) *Isg15* mRNA levels were increased in TAC hearts (Supplemental Figure 5). 

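Isg15 encodes a ubiquitin-like protein that is attached to other proteins. It was at 2.99 ± 2.39 FPKM (SD, n = 4) in control medium and 25.0 ± 4.21 FPKM (SD, n = 4) in conditioned medium. The log2 fold change was 2.86 (standard error 0.33, adjusted p = 0.00174 from limma), a 7.27-fold difference on the log2(FPKM + 1) scale, and the ratio of the mean FPKM was 8.36. The control libraries were at 2.81, 1.63, 6.42 and 1.13 FPKM and the conditioned-medium libraries at 30.1, 23.5, 26.3 and 20.2 FPKM. Every conditioned-medium library was above every control library (two-sided exact permutation test over 70 arrangements, p = 0.0286, the smallest that 4 libraries against 4 allow). The gene (ENSMUSG00000035692.6) lies on the minus strand of chromosome 4 of GRCm38, from 156199424 to 156200818. Its annotated transcript has 2 exons. Exon 1, from 156200706 to 156200818, holds the 5′ UTR (156200709 to 156200818) and the first 3 coding bases (156200706 to 156200708). Exon 2, from 156199424 to 156200066, holds the rest of the coding sequence (156199587 to 156200066) and the 3′ UTR (156199424 to 156199586).
The genes of the enzymes that attach and remove ISG15 were measured in the same libraries. Of 11 genes of ISG15 conjugation and removal, Isg15 included, 3 rose, 8 did not pass the test and none fell with limma (6 higher and 0 lower unadjusted, 6 higher when adjusted over the list alone). The median log2 fold change was 0.66 (adjusted p = 1.8e-04 from camera, adjusted p = 0.373 with an estimated correlation). Usp18, which encodes the protease that removes ISG15 from proteins, was at 0.45 ± 0.11 FPKM (SD, n = 4) in control medium and 2.90 ± 0.625 FPKM (SD, n = 4) in conditioned medium, a log2 fold change of 1.42 (adjusted p = 0.00148 from limma). Ube2l6, the E2 enzyme of ISG15 conjugation, had a log2 fold change of 0.99 (adjusted p = 0.035 from limma). Herc6, an E3 ligase for ISG15 in mice, had one of 0.77 and did not pass the test (adjusted p = 0.0521 from limma). Arih1, the most abundant of the list, had a log2 fold change of -0.31 (adjusted p = 0.704 from limma). Flnc, which encodes the actin cross-linker filamin C, was at 116 ± 17.5 FPKM (SD, n = 4) and 75.0 ± 31.8 FPKM (SD, n = 4), with a log2 fold change of -0.76 (adjusted p = 0.517 from limma) and its lowest value, 28.1 FPKM, in conditioned-medium replicate 4. Without that library the log2 fold change of Flnc was -0.35, and with the endothelial covariate, added after seeing the data, -0.21.
The log2 fold change of Isg15 was 2.62 to 3.22 when 1 library was left out, with adjusted p values of 4.6e-04 to 0.0129 from limma. With the mean of the endothelial markers as a covariate it was 2.36 (standard error 0.45, unadjusted p = 4.5e-04 and adjusted p = 0.296 from limma), and in the per-gene F test with a library-size term 2.68 (adjusted p = 0.118). The paper gives this rise in the RNA sequencing, together with its qRT-PCR results in cardiomyocytes and in TAC hearts, as the grounds on which it selected ISG15 for further study.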

In examining the stimuli for ISG15 induction, we first measured concentrations of IFN-α and IFN-β in medium conditioned by CCR2^+^ cardiac macrophages. By multiplex assay (Supplemental Table 6), the median (range) concentration of IFN-β was 3.28 (0–6.54) pg/mL per 1,000 cells, whereas IFN-α concentrations were below the level of detection using high-sensitivity ELISA (assay range 2.38–152 pg/mL). To explore both the stimuli for macrophage IFN-β secretion and the effects of ISG15 itself on macrophage activation, bone marrow–derived macrophages (BMDMs) were isolated from either *Ccr2^gfp/+^* mice or *Isg15^–/–^* mice, first confirming by flow cytometry that BMDMs express CCR2 on their cell surfaces (Supplemental Figure 6). Activation of BMDMs with the Toll-like receptor 4 (TLR4) ligand lipopolysaccharide (LPS) induced IFN-β secretion into the culture medium, whereas the synthetic dsRNA polymer poly(I:C) or the cytosolic DNA sensing pathway activator STING agonist-4 did not (Figure 2B). Culture medium IFN-β concentration after LPS activation was similar in *Isg15^–/–^* BMDMs and *Ccr2^gfp/+^* BMDMs (Figure 2B). Lastly, we recognized that CCR2^+^ cardiac macrophages are not the only immune cells to be implicated in ventricular remodeling; for instance, CD4^+^ T cells also play an important role in the transition from cardiac hypertrophy to heart failure (23). Accordingly, we exposed cardiomyocytes to medium conditioned by splenic CD4^+^ T cells (Supplemental Figure 7), and we similarly observed an upregulation in ISG15 expression (Figure 2, C and D). Thus, the sterile inflammation that accompanies ventricular remodeling induces upregulation of the ubiquitin-like protein (Ubl) ISG15 in cardiomyocytes.

### Pressure overload induces ISG15 expression through type I IFN receptor signaling.

Next, we validated the specificity of an anti-ISG15 antibody using protein isolated from the hearts of WT and *Isg15^–/–^* mice (24) (Figure 3A), also confirming that *Isg15^–/–^* mice are null mutants (henceforward, ISG15 deficient), and we confirmed by qRT-PCR (Figure 3B) and immunoblotting (Figure 3C) that ISG15 mRNA and protein levels were increased in mouse hearts after TAC. We similarly found that this upregulation in ISG15 was accompanied by an increase in ISG15 protein conjugates in TAC hearts (Figure 3D). To determine whether *Isg15* is expressed and upregulated by cardiomyocytes in vivo, we combined RNAscope in situ hybridization for *Isg15* with immunofluorescence staining for troponin I, observing *Isg15* RNAscope puncta in cardiomyocytes and in noncardiomyocyte cells, with a significant increase in cardiomyocyte *Isg15* transcript abundance following TAC (Figure 3E). By immunostaining, ISG15 was most readily observed in bands at, or near, intercalated discs in mouse hearts following TAC (Figure 3F). To determine whether cardiac upregulation of ISG15 occurs in other settings of pressure overload, we studied LV tissue from mice infused with angiotensin II (Ang II) and uninephrectomized rats implanted with deoxycorticosterone acetate (DOCA) and treated with 1% NaCl (UNx DOCA-salt) (25), as well as right ventricular tissue from rats after pulmonary artery banding (26). In each case, ISG15 protein levels were increased in pressure-overloaded rodent hearts (Figure 4, A–C).

Whereas type I IFNs induce ISG expression, they are not the only stimuli; cytosolic DNA- or RNA-sensing pattern recognition receptors (PRRs) are also implicated in ISG15 induction (12). By immunoblotting we observed a time-dependent upregulation of both cyclic GMP-AMP synthase (cGAS)/stimulator of IFN genes (STING) and retinoic acid–inducible gene I (RIG-I)/mitochondrial antiviral signaling protein (MAVS) after TAC (Supplemental Figure 8). Accordingly, to determine the extent to which cardiac ISG15 expression is dependent on type I IFN signaling, we performed TAC in *Ifnar1^–/–^* mice, lacking type I IFN receptor function (27). ISG15 levels were markedly lower in *Ifnar1^–/–^* mice than in WT mice (Figure 4, D and E), and ISG15 induction and protein ISGylation after TAC were abrogated in *Ifnar1^–/–^* mice (Figure 4, D and E). Therefore, cardiac ISG15 induction in pressure overload is primarily mediated by type I IFN signaling.

### ISG15 is inducible in mouse and human cardiomyocytes and is upregulated in human heart failure.

To confirm cardiomyocyte ISG15 induction by type I IFN signaling, we exposed primary adult mouse cardiomyocytes to recombinant IFN-β, observing a marked increase in ISG15 protein levels (Figure 5, A and B), accompanied by an increase in ISG15 protein conjugates (Figure 5C). Demonstrating that cardiomyocyte ISG15 induction is not solely regulated by IFN-β, however, cardiomyocyte ISG15 was also increased when cells were incubated with IFN-α or with poly(I:C) (Supplemental Figure 9). Next, we queried whether ISG15 induction and protein ISGylation also occur in human cardiomyocytes and whether *ISG15* upregulation also occurs in human nonischemic cardiomyopathy (NICM). Similar to what was observed in adult mouse cardiomyocytes, incubation of *GATA4*- and *ACTC1*-expressing human cardiac myocytes (mean ± SD Ct, *GATA4* 24.0 ± 0.2, *ACTC1* 27.2 ± 0.1, *RPL13A* 16.8 ± 0.5, *n* = 6; Supplemental Figure 10) with recombinant IFN-β caused a marked upregulation of ISG15 and a large increase in ISG15 protein conjugation (Figure 5, D and E). To determine whether ISG15 upregulation also occurs in human heart failure, we first explored previously published bioinformatic data. By RNA sequencing of 64 human LV samples comprising 14 nonfailing hearts, 37 LV samples from patients with dilated cardiomyopathy (DCM), and 13 LV samples from patients with ischemic cardiomyopathy (ICM), *ISG15* was found to be upregulated 1.4- to 1.7-fold in either DCM or ICM (Figure 6A) (28). To validate these initial in silico observations, we obtained tissue from patients with end-stage NICM at the time of cardiac transplantation or LV assist device implantation, and we compared this with tissue from the hearts of deceased organ donors (controls) (NICM [*n* = 7] mean age 53.3 ± 3 years, 7 male; control [*n* = 3] mean age 55.7 ± 8 years, 2 male, 1 female), observing an increase in *ISG15* mRNA (Figure 6B) and an increase in cardiomyocyte *ISG15* RNAscope puncta in NICM tissue (Figure 6C). By immunoblotting, this was associated with an increase in the abundance of ISG15 protein conjugation in NICM tissue (Figure 6D).

### The cardiomyocyte myofibrillar protein filamin-C is an ISGylation target.

We next set out to identify proteins that may be ISGylated in remodeling mouse hearts. To do this, we studied mouse hearts 4 weeks after TAC, a time point coinciding with an approximately 50% increase in LV mass (Supplemental Figure 11A), an approximately 2-fold increase in *Isg15* mRNA levels and ISG15-conjugated proteins (Figure 3, D and E), and the beginnings of echocardiographic evidence of impaired ventricular performance (Supplemental Figure 11, B–E). For our initial discovery experiments, we took advantage of the Ubl properties of ISG15, whereby trypsin cleavage of ISG15-conjugated proteins leaves a diglycine (GG) tag (diGLY) attached to the modified lysine of the ISGylated protein, analogous to that observed by conjugation of proteins to ubiquitin or the Ubl NEDD8 (neural precursor cell–expressed developmentally downregulated gene 8) (20, 29). Following diGLY peptide enrichment (Figure 7A), we identified 1,426 diglycine-modified lysine sites in 562 diGLY-tagged proteins. To identify proteins that are potentially ISGylated in the case of pressure overload, we focused on 10 protein candidates in which diGLY-tagged lysine residues were significantly upregulated in WT TAC mice (Supplemental Tables 7 and 8). We noted that several of these candidates are myofibrillar proteins (Xin actin-binding repeat–containing protein 2, titin, synaptopodin 2–like protein, filamin-C, and myosin-7) and that, of these 10 candidates, position 2590 of filamin-C was the only site that was also significantly downregulated in *Isg15^–/–^* TAC hearts in comparison with WT TAC hearts (Figure 7B). We also noted that filamin-C localized to regions that are exposed to increased mechanical stress, such as intercalated discs (30, 31). To verify that ISG15 associates with filamin-C in cardiomyocytes, we performed coimmunoprecipitation experiments in which IFN-β caused ISG15 to coimmunoprecipitate with filamin-C, with a reduction in this association following *ISG15* knockdown (Figure 8A). Lastly, using dual fluorescence immunostaining, we observed that ISG15 colocalized with filamin-C at, or close to, cardiomyocyte intercalated discs in the hearts of mice after TAC (Figure 8B) and humans with NICM (Figure 8C), with an expected absence of ISG15 colocalizing with filamin-C in *Isg15^–/–^* mice (Supplemental Figure 12).

### ISG15 deficiency preserves LV function in pressure-overloaded mouse hearts and improves recovery of mouse hearts ex vivo.

To determine whether ISG15 expression or upregulation contributes to cardiac dysfunction, we subjected WT and *Isg15^–/–^* mice to pressure overload induced by TAC (Supplemental Figure 13 and Supplemental Tables 9–11). After 8 weeks, heart weight/tibia length ratio was increased in both WT and *Isg15^–/–^* TAC mice in comparison with sham-operated animals, although it was marginally lower in *Isg15^–/–^* TAC mice than in WT TAC mice (Supplemental Table 9). LV mass, however, was increased in both *Isg15^–/–^* TAC mice and WT TAC mice, whereas mean LV mass was numerically but nonsignificantly lower with ISG15 deficiency (Figure 9, A and B). In contrast, ejection fraction, cardiac output, fractional shortening, and stroke volume were all reduced 8 weeks after TAC in WT mice, yet each of these parameters was comparatively preserved in ISG15-deficient mice 8 weeks after TAC (Figure 9, C–F). In contrast, myocyte cross-sectional area (Supplemental Figure 14A) and interstitial collagen deposition (Supplemental Figure 14B) were increased equivalently in WT and *Isg15^–/–^* mice after TAC, whereas mitochondrial density was equivalently decreased (Supplemental Figure 14C).

Mindful that ISG15 absence from immune cells of *Isg15^–/–^* mice could affect their recruitment to the remodeling heart, we used dual immunofluorescence to study the time course of *Ccr2*^+^ cell accumulation in the hearts of ISG15-deficient mice after TAC. As had previously been observed in WT and *Ccr2^gfp/+^* mice (Figure 1, A and B), there was an early (within 1 week) accumulation of *Ccr2*^+^ cells in *Isg15^–/–^* mouse hearts after TAC, gradually declining after that (Supplemental Figure 15). To further examine the effects of ISG15 in the absence of immune cell infiltration, and cognizant from our studies in *Ifnar1^–/–^* mice of constitutive ISG15 expression and protein ISGylation (Figure 4, D and E), we isolated the hearts of WT and *Isg15^–/–^* mice and perfused them ex vivo. Whereas basal cardiac function did not differ between WT and *Isg15^–/–^* mouse hearts, following 20 minutes of ischemia and 40 minutes of reperfusion, left ventricular developed pressure (LVDP) (Figure 10A), recovery of LVDP (Figure 10B), and *dP/dt*_max_ (Figure 10C) were improved in *Isg15^–/–^* mouse hearts in comparison with WT mouse hearts, with no difference observed in *dP/dt*_min_ or heart rate (Figure 10, D and E).

### ISG15 regulates cardiac amino acid metabolism and cardiomyocyte protein quality control.

Finally, having observed the preservation of cardiac function in *Isg15^–/–^* mice after TAC and in mouse hearts following ex vivo ischemia/reperfusion, we explored possible mechanisms underlying the cardioprotective effect of ISG15 absence. Literature review indicated to us that ISG15 and protein ISGylation have predominant influence over cellular metabolic processes and protein quality control (20, 32–35), the dysregulation of which has also been previously linked to cardiac dysfunction (36, 37). Accordingly, we set out to determine whether cardiac metabolite levels in pressure-overloaded hearts are altered in the absence of ISG15. We therefore performed untargeted metabolomics of the hearts of sham and TAC WT and *Isg15^–/–^* mice (Figure 11A), observing group separation on principal component analysis plots (Supplemental Figure 16). KEGG pathway analysis of the comparison of *Isg15^–/–^* and WT mouse hearts after TAC revealed differential enrichment of 12 pathways in positive-ion mode and no pathways in negative-ion mode (Figure 11B and Supplemental Table 12). Enriched pathways included d-glutamine and d-glutamate metabolism, β-alanine metabolism, glutathione metabolism, and nitrogen metabolism (Figure 11B and Supplemental Table 12), suggestive of differential amino acid/protein metabolism in WT TAC hearts and *Isg15^–/–^* TAC hearts. Because of the relationship between changes in amino acid levels and protein turnover (38, 39), the importance of protein turnover to sarcomeric function (37), and a possible role for ISGylation in regulating protein turnover (35, 40), we hypothesized that ISG15 and its binding to cardiomyocyte proteins could influence their aggregation and/or clearance. Consistent with such a role, when we immunoblotted mouse hearts for filamin-C, we observed an increase in filamin-C in the insoluble fraction of WT TAC hearts that was attenuated with ISG15 deficiency, indicative of filamin-C aggregation in the presence of ISG15 (Figure 12A). We thus queried whether ISG15 induction and ISG15 knockdown influence cardiomyocyte protein quality control processes themselves. As expected, siRNA directed against *ISG15* attenuated ISG15 upregulation in human cardiomyocytes exposed to IFN-β (Figure 12B). Interestingly, IFN-β caused the adaptor protein p62 to accumulate in human cardiomyocytes, accompanied by a reduction in the autophagy marker LC3-II, consistent with impaired autophagy induction (Figure 12B). In contrast, *Isg15* siRNA increased LC3-II and, in the presence of IFN-β, prevented p62 accumulation indicative of cardiomyocyte autophagy induction with ISG15 knockdown (Figure 12B).

## Discussion

In the present study, we set out to uncover ways in which immune cells recruited to the heart during ventricular remodeling affect cardiomyocyte function. Over the course of this work, we discovered that the Ubl ISG15 is constitutively expressed by cardiomyocytes, and it is induced in cardiomyocytes during pressure overload as part of a type I IFN response. ISG15 posttranslationally modifies actively translated cardiomyocyte proteins, regulates cardiomyocyte protein turnover, and limits cardiac performance under stressed conditions. Thus, ISG15 induction and protein ISGylation are intracellular mechanisms that provide a mechanistic link between sterile inflammation, adverse ventricular remodeling, and eventual heart failure development.

Although we arrived at our discovery of the actions of ISG15 in ventricular remodeling by first examining the effects of CCR2^+^ cardiac macrophages in mouse hearts with TAC-induced pressure overload, CCR2^+^ cardiac macrophages are not the sole potential inducers of ISG15. For instance, dendritic cells (41), mast cells (42), T cells (43), B cells (44), and neutrophils (45) have each also been implicated in the pathogenesis of hypertrophic heart failure, and in our own experiments CD4^+^ T cells similarly induced cardiomyocyte ISG15 upregulation. Likewise, the secretory products of macrophages include many biologically active substances that could trigger a damage response in neighboring cells (46). However, we observed lower levels of ISG15 in the hearts of *Ifnar1^–/–^* mice with TAC, indicating that the primary inducer of ISG15 in pressure-overloaded cardiomyocytes is canonical type I IFN signaling. Interestingly, ISG15 levels were also markedly diminished in *Ifnar1^–/–^* mouse hearts even under basal conditions. This finding is aligned with the notion that, although they are present at very low concentrations, constitutively expressed type I IFNs have important physiological roles (47). In the heart, these physiological roles appear to include the control of constitutive ISG15 expression.

ISG15 exists in 3 forms: an intracellular free form, an intracellular form that is conjugated to target proteins, and an extracellular secreted form (48). The secreted form of ISG15 binds to its extracellular receptor, leukocyte function–associated antigen-1 (LFA-1) (49), enhancing the secretion of IFN-γ, which is important for the innate and adaptive immune response (50, 51). The main function of intracellular ISG15 appears, however, to be the posttranslational modification of viral and cellular proteins, analogous to ubiquitylation. Proteolytic processing of the 17 kDa precursor form of ISG15 to its mature 15 kDa form exposes a carboxy-terminal LRLRGG motif that allows the covalent conjugation of ISG15 to lysine residues of target proteins (52). Like the ubiquitin conjugation system, ISGylation entails an energy-consuming 3-step process involving E1-activating enzymes, E2-conjugating enzymes, and E3-ligating enzymes (48, 53), whereas the process of ISGylation is reversed by an ISG15-specific protease, ubiquitin-specific protease 18 (USP18) (54). We took advantage of the ubiquitin-like properties of ISG15 and performed quantitative diGLY proteomics to identify possible ISGylated proteins in mouse hearts after TAC (20, 29). It is important to note that this approach cannot distinguish ISGylated peptides from ubiquitylated or even NEDDylated peptides. Indeed, one previous study employing diGLY proteomics concluded that more than 94% of identified sites represent ubiquitin conjugation rather than ISG15 or NEDD8 conjugation (55). Thus, most of the 1,426 sites we identified during this initial discovery experiment will be sites of ubiquitylation. Within these, however, will reside some sites that are ISGylated. We reasoned that possible candidates involved in the pathogenesis of pressure overload–induced ventricular remodeling would be expected to be differentially upregulated in WT TAC hearts in comparison with controls. Interestingly, several of the candidates that satisfied this minimum criterion were myofibrillar proteins that are newly synthesized during cardiomyocyte hypertrophy (31). We focused on filamin-C because this protein contained the sole upregulated diGLY site that was significantly downregulated in *Isg15^–/–^* TAC hearts, rendering it most likely to be ISGylated; and the association of ISG15 with filamin-C was confirmed by coimmunoprecipitation. Filamin-C is an actin-binding protein that is localized to the Z disc periphery, costameres, and intercalated discs in cardiomyocytes and is important for sarcomere stability, mechanical stabilization, mechanosensation, and intracellular signaling (56, 57). Mutations in filamin-C have been linked to hypertrophic cardiomyopathy (58, 59), and its inducible knockout from cardiomyocytes causes a rapid decline in LV function (60). Like ISG15, filamin-C also localizes at, or close to, intercalated discs during TAC-induced ventricular remodeling (31). In the present study, we observed that ISG15 and filamin-C colocalized to intercalated discs in pressure-overloaded mouse hearts and in the hearts of humans with NICM.

Whereas there are several different mechanisms by which protein ISGylation may affect cellular function, our metabolomics experiments indicate that the primary effects of ISG15 in pressure overload may be mediated by alterations in protein turnover. This could occur at the level of the individual ISGylated protein, at the level of bulk protein quality control processes, or both. For instance, we observed that filamin-C aggregated in TAC hearts in an ISG15-dependent manner. Posttranslational modifications can promote protein misfolding and impair heart function (61), and filamin-C variants that promote misfolding can saturate the ubiquitin-proteasome system (UPS) and autophagy-lysosome pathways (62). ISG15 may also compete with ubiquitin for ubiquitin-binding sites, thus impairing clearance of aggregated filamin-C by the UPS (12). We also observed that *Isg15* knockdown promoted cardiomyocyte autophagy. ISGylation has previously been linked to both increases and decreases in flux through the UPS (63, 64) and autophagy pathways (20, 40). In the heart, sarcomeric protein turnover is dependent on chaperone-assisted selective autophagy (CASA) (37). Accordingly, it is possible that ISG15 and ISG15-conjugating enzymes compete for substrate binding with E3 ubiquitin ligases necessary for CASA (37), thus impairing the bulk degradation of misfolded sarcomeric proteins and restricting cardiac performance. Distinct from these mechanisms, ISG15 may also posttranslationally modify the autophagy machinery itself (40). In short, there are multiple complementary pathway steps whereby ISG15 and protein ISGylation may affect protein turnover, and we posit that, in pressure overload, preferential ISGylation of newly synthesized myofibrillar proteins facilitates protein aggregation, impairing cardiac contractility.

Our study has limitations. Firstly, it has been suggested that ISG15 has different effects in mice and humans (17). This difference may be due to divergent actions of human and murine ISG15 on the stability of USP18, the major isopeptidase that cleaves ISG15 from conjugates (65). In addition to removing ISG15 conjugates, USP18 also limits IFN signaling by preventing dimerization of IFNAR subunits (17). In humans, binding of ISG15 to USP18 prevents USP18 degradation, amplifying the inhibition of IFN signaling. However, in mice USP18 is not stabilized by ISG15 (17). In our studies, IFN-β caused a marked upregulation of ISG15 and of protein ISGylation in cultured human cardiomyocytes. In human NICM tissue, upregulated ISG15 was largely present in its intracellular protein-conjugated form. Interestingly, *Usp18* overexpression, which would be expected to blunt the accumulation of ISG15-conjugated proteins, has also been reported to attenuate pathological remodeling in mice (66). Thus, the collective body of evidence in mice and humans in the present study and parallel evidence from *Usp18*-overexpressing mice supports a role for protein ISGylation in the pathogenesis of adverse ventricular remodeling. Secondly, at first glance the findings herein reported may appear to be at variance with those observed in the setting of viral myocarditis where ISG15 induction was reported to preserve cardiomyocyte health (15). However, this discordance is to be expected. Being localized to the polyribosome (53), ISG15 protein ligases primarily target actively translated proteins (17). In the absence of viral infection, but in the presence of pressure overload and compensatory cardiomyocyte enlargement, ISG15 conjugates to actively translated cellular proteins. Thirdly, although our proteomic experiments and in vitro experiments point to a primary role for ISG15 in regulating cardiomyocyte function in pressure overload, it is possible (and indeed likely) that ISG15 has important effects in other cardiac cell types as well. For instance, a recent report demonstrated that ISG15 mediates endothelial dysfunction and aneurysm formation in mice infused with Ang II (67). ISG15 has also been reported to influence the actions of macrophages (34). In the present study, we observed that BMDMs from *Isg15^–/–^* mice responded similarly to LPS compared with their WT counterparts, that ISG15 deficiency did not affect *Ccr2*^+^ cell recruitment to pressure-overloaded hearts, and that ISG15 deficiency enhanced cardiac recovery ex vivo. Lastly, whereas we arrived at the study of ISG15 because of its marked induction in cardiomyocytes, constitutive ISG15 may itself also exert subtle but important effects on cardiomyocyte function. Cardiac ISG15 levels are lower in *Ifnar1^–/–^* mice, and although resting cardiac function does not differ between WT and *Isg15^–/–^* mice, recovery of contractile function after ischemia/reperfusion was enhanced in the absence of ISG15. The relative short time frame over which this ex vivo effect occurred is suggestive of a priming influence of ISG15 absence, and, in vitro, *ISG15* knockdown increased basal cardiomyocyte autophagy. These limitations notwithstanding, in recent years several posttranslational modifications have been linked to pathological cardiac hypertrophy, including phosphorylation, ubiquitylation, acetylation, methylation, SUMOylation, and O-GlcNAcylation (68). The present study now lays the foundation to add ISGylation to this list as an inflammation-driven posttranslational modification important in the pathogenesis of ventricular remodeling and in the regulation of cardiac function under stressed conditions. Future studies may build on this foundation to uncover the relative contributions of free, protein-bound, and secreted ISG15 in cardiomyocytes and noncardiomyocytes, in ischemic and nonischemic remodeling, and under basal and induced conditions.

In summary, pressure overload–induced ventricular remodeling is accompanied by an IFN response that is characterized by induction of the Ubl ISG15 and the conjugation of ISG15 to actively translated cardiomyocyte proteins, facilitating LV functional decline.

## Methods

### Animal studies.

*Ccr2^–/–^* mice (B6.129S4-*Ccr2^tm1Ifc^*/J, stock 004999), *Ccr2^gfp/gfp^* KI/KO mice [B6(C)-*Ccr2^tm1.1Cln^*/J, stock 027619], *Isg15^–/–^* mice (B6.129P2-*Isg15^tm1Kpk^*/J, stock 010486), *Ifnar1^–/–^* mice [B6(Cg)-*Ifnar1^tm1.2Ees^*/J, stock 028288], and C57BL/6J mice (stock 000664) were obtained from The Jackson Laboratory. Males aged approximately 8–12 weeks were studied. TAC surgeries were performed as previously described (69, 70). Systolic blood pressure was recorded using a CODA noninvasive blood pressure system (Kent Scientific) (71). Transthoracic echocardiography was performed under 1% isoflurane using a high-frequency ultrasound system (Vevo 2100, MS550D transducer, Visual Sonics Inc.). For invasive hemodynamic monitoring, a 1.4F pressure-volume catheter (Millar Mikro-Tip, AD Instruments) was inserted into the right carotid artery and advanced into the LV. Data were acquired and recorded using the MPVS Ultra data acquisition system (AD Instruments). Functional parameters were calculated using LabChart Pro (AD Instruments) (72). For Ang II infusion, mice were implanted with subcutaneous osmotic minipumps (1002, ALZET) and infused with Ang II (2 mg/kg/d in 0.9% saline) or 0.9% saline alone for 14 days (73). For DOCA-salt studies, Sprague-Dawley rats underwent unilateral nephrectomy and were followed for 4 weeks after being implanted with 200 mg DOCA in silicone rubber, with 1% saline as drinking water, as previously described (25). Pulmonary artery banding experiments were performed in Fischer F344 rats as previously described, with animals followed for 6 weeks (26). For Langendorff studies, mouse hearts were mounted on a Radnoti Langendorff Constant Pressure Apparatus (AD Instruments) and were perfused at constant pressure with continuously oxygenated Krebs-Henseleit buffer at 37°C as previously described (74). LVDP, *dP/dt*_max_, *dP/dt*_min_, and heart rate were measured and analyzed at baseline and 40 minutes after reperfusion (following 20 minutes of no-flow ischemia [R40]) using PowerLab 8/35 and LabChart Pro (AD Instruments).

### In situ hybridization and immunohistochemistry.

In situ hybridization was performed with RNAscope (Advanced Cell Diagnostics) according to the manufacturer’s instructions and using custom software as previously described (75), with probe sets specific for *Ccr2* (433271) and *ISG15* (mouse 559271; human 467741). For *Ccr2*^+^ cells or cardiomyocyte *ISG15* staining, after RNAscope in situ hybridization, tissue sections were immunostained with anti–troponin I antibody (1:200 dilution; ab47003, Abcam) and secondary antibody Alexa Fluor 647–donkey anti-rabbit (1:100 dilution; A31573, Thermo Fisher Scientific). DAPI was from Cell Signaling Technology and was used at 1:10,000 dilution. Slides were visualized with a Zeiss LSM 700 confocal microscope (Carl Zeiss Canada). *Ccr2*^+^ cells were quantified on each heart section using digitized images (×20 magnification, Zeiss AxioScan.Z1), with Zeiss Zen Blue software (×8 zoom). Cardiomyocyte *Isg15* RNAscope puncta were manually counted in a masked manner in 6 different, randomly selected fields using the annotation function in the HALO image analysis platform (Indica Labs). Immunohistochemistry for ISG15 was performed on mouse heart sections using a rabbit polyclonal antibody at 1:100 dilution (PA5-88262, Thermo Fisher Scientific).

### Flow cytometry.

*Ccr2^gfp/+^* mice (76) underwent TAC surgery as already described. Flow cytometry was performed using a method adapted from that reported by Dick et al. (77), with labeling of cells using an antibody cocktail shown in Supplemental Table 13. CCR2^+^ monocyte-derived macrophages were identified as CD45^+^Ly6C^hi^CD11b^+^CD64^+^MHC-II^+^GFP^+^ cells using a BD LSR Fortessa-X20 (BD Biosciences). Data were later analyzed using FlowJo software (FlowJo LLC).

### Adult mouse cardiomyocyte isolation.

Primary cultured cardiomyocytes were isolated from adult mouse hearts following the protocol described by Ackers-Johnson et al. (78). Cells were treated with recombinant mouse IFN-β or IFN-α (R&D Systems) or with poly(I:C) LMW (low molecular weight)/LyoVec (InvivoGen) at the concentrations and durations reported.

### Isolation of CCR2^+^ cardiac macrophages and exposure of cardiac myocytes to conditioned medium.

CCR2^+^ monocyte-derived macrophages (CD45^+^Ly6C^hi^CD11b^+^CD64^+^MHC-II^hi^GFP^+^ cells) were isolated from the hearts of TAC mice and sorted into M199 medium (Thermo Fisher Scientific) with 15% FBS using a BD FACSAria III Cell Sorter (BD Biosciences). Thirty thousand to forty thousand cells were cultured for 24 hours before collection of the medium, which was then supplemented with 10 μmol/L (–)-Blebbistatin (Cayman Chemical), Insulin-Transferrin-Selenium (ITS) (Thermo Fisher Scientific), and CD lipid (MilliporeSigma). Primary cultured mouse cardiomyocytes were incubated with CCR2^+^ cardiac macrophage–conditioned medium, or M199 medium alone, supplemented with (–)-Blebbistatin, ITS, and CD lipid for 24 hours before isolation of RNA with TRIzol reagent (Thermo Fisher Scientific). Cytokine content of CCR2^+^ cardiac macrophage–conditioned medium was determined with the Mouse Cytokine 44-Plex Discovery Assay (MECY2MAG-73K, Eve Technologies). IFN-α concentrations were assessed using high-sensitivity ELISA (PBL Assay Science, 42115-1).

### RNA sequencing.

RNA sequencing was performed using the 6G RNA Sequencing Service (150 bp paired-end, 40 million reads) from ArrayStar. Sequencing was performed on an Illumina Novaseq 600 (150 cycles for both ends). Solexa pipeline v1.8 was used for image analysis and base calling, and FastQC was used for examination of sequence quality. Hisat2 software was used to align trimmed reads (5′-, 3′-trimmed adaptor bases using cutadapt) to the GRCm38 reference genome (8). Transcript abundances were estimated using StringTie (79), and the FPKM and differential gene expression were determined using the R package Ballgown (80). Volcano plots, heatmaps, Gene Ontology, and Pathway Analysis were generated with the differentially expressed genes in R, Python, or shell environment (74). Data were deposited in the NCBI’s Gene Expression Omnibus database (accession number GSE196798).

### Quantitative reverse transcription PCR.

cDNA was reverse transcribed from 1 μg RNA using a High Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). Primer sequences were from Integrated DNA Technologies and are listed in Supplemental Table 14. SYBR Green–based qRT-PCR was performed on a QuantStudio 7 Flex Real-Time PCR System (Thermo Fisher Scientific). Data analysis was performed using Applied Biosystems Comparative CT method.

### Bone marrow–derived macrophages.

Bone marrow cell culture was based on the protocol described by Toda et al. (81). Briefly, bone marrow cells were collected by flushing of the femurs and tibiae of *Ccr2^gfp/+^* and *Isg15^–/–^* mice with DMEM. Bone marrow stem cells were allowed to differentiate in phenol red–free (high-glucose) DMEM containing 10% FBS, 10 ng/mL M-CSF (M9170, MilliporeSigma), and 1% penicillin-streptomycin for 7 days. The macrophage population was determined by flow cytometry for CD45, Ly6C, CD11b, CD64, MHC-II, F4/80 (53-4801-82, Thermo Fisher Scientific), and CCR2-GFP using an SP6800 Sony Spectral Analyzer (Sony Biotechnology). For determination of IFN-β secretion, BMDMs were serum-starved for 16 hours, with medium replaced with culture medium without M-CSF and containing poly(I:C) (LMW)/LyoVec (500 ng/mL), STING agonist-4 (5 μmol/L; HY-123943, MedChemExpress), or LPS (1 μg/mL; MilliporeSigma). After 24 hours, IFN-β concentrations in culture medium were determined by ELISA (42410, PBL Assay Science).

### CD4^+^ T cell isolation.

CD4^+^ T cells were isolated from mouse spleens using an EasySep Mouse CD4^+^ T cell Isolation Kit (STEMCELL Technologies). The CD4^+^ cell population was determined after staining of cells with anti-CD4 (RM4-5) rat mAb (PerCP-Cy5.5 conjugate) (49482, Cell Signaling Technology) using an SP6800 Sony Spectral Analyzer. Primary mouse cardiomyocytes were incubated in medium conditioned by CD4^+^ T cells for 24 hours.

### Immunoblotting.

Immunoblotting was performed with antibodies against the following proteins: ISG15 (1:1,000; mouse, 703132, clone 1H9L21; human and rat, PA5-88262; Thermo Fisher Scientific), GAPDH (1:1,000; 2188, Cell Signaling Technology), cGAS (1:1,000; 31659, Cell Signaling Technology), STING (1:1,000; 13647, Cell Signaling Technology), RIG-I (1:1,000; 3743, Cell Signaling Technology), MAVS (1:1,000; 4983, Cell Signaling Technology), β-actin (1:10,000; A1978, MilliporeSigma), filamin-C (1:1,000; NBP1-89300, Novus Biologicals), vinculin (1:1,000; 4650, Cell Signaling Technology), p62 (1:1,000; 109012, Abcam), and LC3 (1:1,000; 12741, Cell Signaling Technology). Immunoblotting for the soluble and insoluble fractions of filamin-C was performed in mouse hearts as previously described (82). Densitometry was performed using ImageJ version 1.39 (NIH).

### Human cardiac myocytes.

Human cardiac myocytes (PromoCell) were studied, at 60%–70% confluence, after a minimum of 21 days and after confirmation of *GATA4* and *ACTC1* expression by qRT-PCR. Cells were treated with 500 IU/mL recombinant IFN-β for 48 hours (R&D Systems). For knockdown experiments, cells were incubated with a mixture of siRNA directed against ISG15 or negative control siRNA (MilliporeSigma) at 50 nM concentration and Lipofectamine RNAiMAX Transfection Reagent (Thermo Fisher Scientific) for 6 hours before incubation with 500 IU/mL IFN-β for 48 hours. Coimmunoprecipitation was performed using Protein G magnetic beads (Cell Signaling Technology) with either an anti–filamin-C antibody (1:50; 86972, Cell Signaling Technology) or isotype IgG (1:50; ab172730, Abcam) before immunoblotting for ISG15 (1:1,000; PA5-88262, Thermo Fisher Scientific) or filamin-C (1:1,000; NBP1-89300, Novus Biologicals).

### Human studies.

LV tissue was obtained from deceased organ donors (control, *n* = 3) or patients with end-stage NICM (*n* = 7) at the time of LV assist device implantation or cardiac transplantation. Six NICM and 3 control samples were studied each for qRT-PCR and immunoblotting experiments.

### diGLY proteomics.

diGLY proteomics was performed by Creative Proteomics. Briefly, protein was extracted from LV tissue from control WT and *Isg15^–/–^* mice and WT and *Isg15^–/–^* mice 4 weeks after TAC (*n* = 3 per group). Samples were trypsin-digested, and peptide purification was performed on C18 reversed-phase columns. The peptide mixture was incubated with anti–K-ε-GG antibody–conjugated agarose beads. Nanoscale liquid chromatography–tandem mass spectrometry (nano–LC-MS/MS) analysis was performed using an Ultimate 3000 nano UHPLC system coupled with a Q Exactive HF mass spectrometer (Thermo Fisher Scientific) with an electrospray ionization nanospray source. Raw MS files were analyzed and searched against *Mus musculus* protein database (https://www.uniprot.org/uniprotkb?query=proteome:UP000000589) using MaxQuant (2.0.3.0). The parameters were set as follows: the protein modifications were carbamidomethylation (C), oxidation (M) (variables), and GlyGly (K) (variables); the enzyme was set to trypsin; the maximum missed cleavage was set to 4; the precursor ion mass tolerance was set to 10 ppm; and the MS/MS tolerance was 0.6 Da. Intensity data were logarithmized to obtain a normal or near-normal distribution. Missing values (intensity = 0) were randomly replaced by random values drawn from a similar normal distribution with a smaller mean. Two-way ANOVA and post hoc Tukey’s honestly significant difference test were used to identify significant pairs. Relative quantitation was divided into 2 categories. Difference greater than 0.585 (fold change > 1.5) was considered upregulation, and difference less than –0.585 (fold change < 0.67 [1/1.5]) was considered downregulation. The mass spectrometry proteomics data were deposited to the ProteomeXchange Consortium via the PRIDE (83) partner repository with the data set identifier PXD032267.

### Immunofluorescence microscopy and histology.

Immunofluorescence microscopy for ISG15 and filamin-C was performed with antibodies in the following concentrations: ISG15 (1:100; PA5-88262, Thermo Fisher Scientific), secondary antibody Alexa Fluor 488–AffiniPure Fab fragment donkey anti-rabbit IgG (1:100; 711-547-003, Jackson ImmunoResearch Laboratories Inc.), and Alexa Fluor 648–tagged filamin-C antibody (1:75; NBP2-79816AF647, Novus Biologicals). Slides were visualized with a Zeiss LSM 700 confocal microscope (Carl Zeiss Canada). Paraffin-embedded heart sections were stained with H&E, and myocyte cross-sectional area was determined as previously reported (84, 85) and based on a method adapted from Frustaci and coworkers (86). Myocardial fibrosis was assessed by staining of cardiac cross sections with Picrosirius red. Digitized images were acquired using an AxioScan.Z1 (Carl Zeiss Microscopy). Area of positive (red) staining was determined in a masked manner using HALO.

### Electron microscopy.

Transmission electron microscopy was performed with a Hitachi HT7800 transmission electron microscope (Electron Microscope Research Services, Newcastle University, Newcastle upon Tyne, UK). LV tissue was examined at ×8,000 magnification in approximately 15 fields per mouse and 4–7 mice per group. Mitochondria were counted using ImageJ by an investigator masked to the study groups.

### Untargeted metabolomics.

Untargeted metabolomics was performed at the Segal Cancer Proteomics Centre, Lady Davis Institute for Medical Research, Jewish General Hospital and McGill University (Montreal, Quebec, Canada). Briefly, mouse frozen heart samples were reconstituted in 500 μL of 80% acetonitrile containing 1 μmol/L caffeine-d9 as an internal standard. Samples were homogenized, vortexed, and centrifuged at 20,000*g* for 2 minutes at room temperature. LC-MS analyses were performed with a Vanquish UPLC system (Thermo Fisher Scientific) using a 0%–100% 10-minute gradient from 0.1% formic acid in water to 0.1% formic acid in acetonitrile, at a flow rate of 200 μL/min on a Phenomenex Luna Omega 3 μm Polar C_18_ column, particle size 100 Å, 50 × 2.1 mm. Ten-microliter injection volumes were used for each run. Mass spectra were acquired over the mass range 70–1,000 Da using a Thermo Orbitrap QE+ mass spectrometer operated in the positive and negative ionization modes in separate runs. Data were analyzed using Compound Discover 3.3 (Thermo Fisher Scientific). KEGG pathway analysis was performed using the Functional Analysis tool of MetaboAnalyst 5.0 (87, 88) with input data: *P* value, *m/z*, fold change, and retention time. Pathway enrichment was determined by Fisher’s exact test. Data were deposited with the Metabolomics Workbench (89) and can be accessed by the project DOI: http://dx.doi.org/10.21228/M8WD9H (study ID ST002437).

### Statistics.

Data are expressed as mean ± SD. Statistical significance was determined by 1-way ANOVA with a Tukey’s or Dunnett’s post hoc test as indicated or unpaired 2-tailed Student’s *t* test or unpaired 2-tailed Mann-Whitney test unless otherwise stated. Statistical analyses were performed using GraphPad Prism 9 for macOS (GraphPad Software Inc.). *P* values less than 0.05 were considered statistically significant.

### Study approval.

All animal experimental procedures adhered to the guidelines of the Canadian Council on Animal Care and were approved by the St. Michael’s Hospital Animal Care Committee. For human tissue studies, written informed consent was obtained from patients or substitute decision makers. The study was approved by the Research Ethics Boards of University Health Network (Toronto, Ontario, Canada) and Unity Health Toronto (Toronto, Ontario, Canada) and was conducted in accordance with Declaration of Helsinki principles.

## Author contributions

VGY designed and performed the experiments, analyzed the data, and wrote the paper. SNB designed and performed the experiments, analyzed the data, and revised the paper. HK, MGK, YL, SLA, DTT, SS, and PS performed experiments and analyzed data. FB contributed human data. UK and AOG assisted with proteomics. DOQ, EVP, and CHB performed metabolomics. KAC oversaw cardiac phenotyping. AA designed the experiments, supervised the study, analyzed the data, and wrote the paper.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
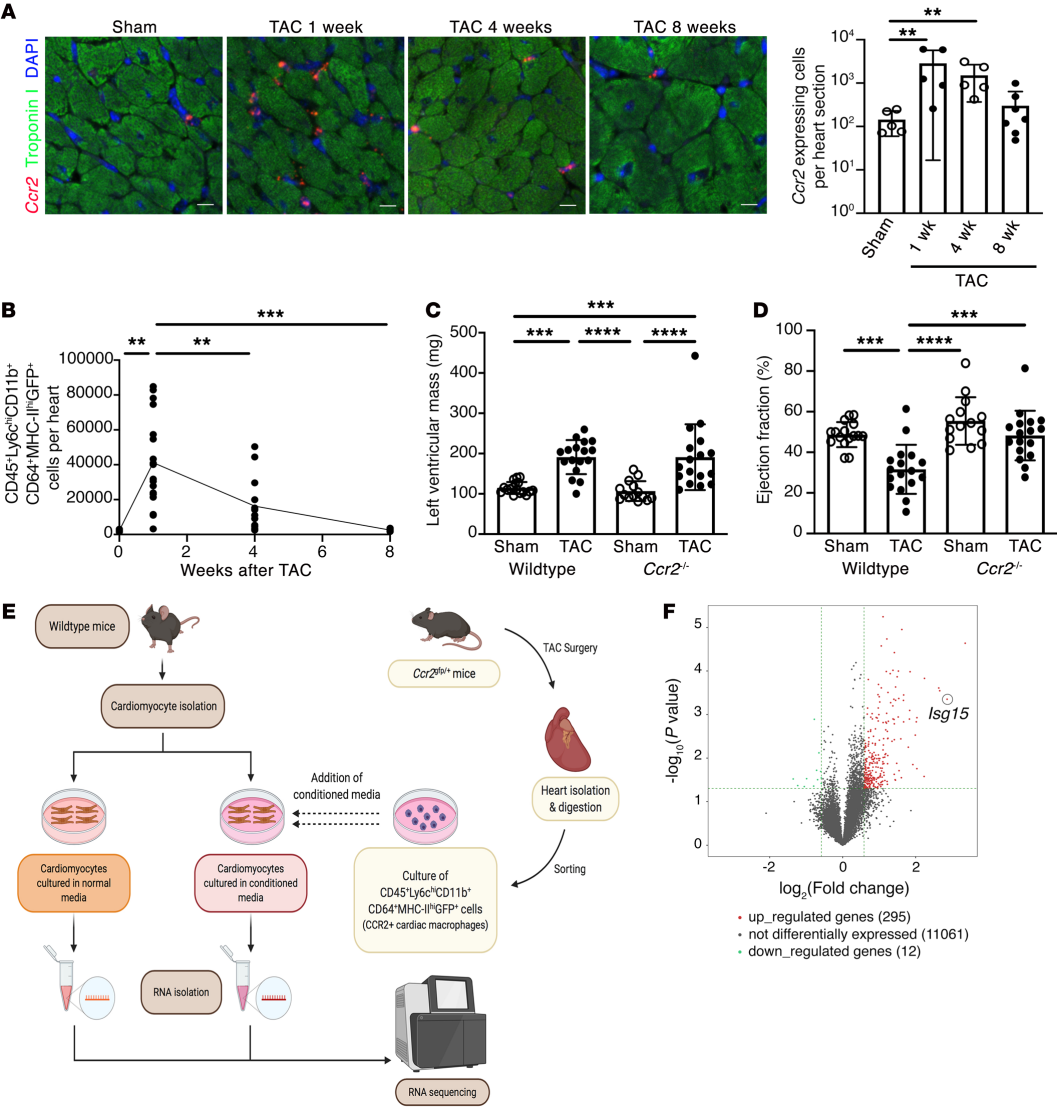
CCR2^+^ macrophage accumulation impairs cardiac function in pressure overload. (**A**) RNAscope in situ hybridization for *Ccr2* and immunostaining for troponin I in mouse hearts 8 weeks after sham surgery or 1, 4, or 8 weeks after transverse aortic constriction (TAC). Sham, *n* = 5; 1 week TAC, *n* = 5; 4 weeks TAC, *n* = 5; 8 weeks TAC, *n* = 7. Scale bars: 10 μm. (**B**) Enumeration of CCR2^+^ cardiac monocyte-derived macrophages (CD45^+^Ly6C^hi^CD11b^+^CD64^+^MHC-II^hi^GFP^+^ cells) in *Ccr2^gfp/+^* mice. Control, *n* = 5; 1 week TAC, *n* = 18; 4 weeks TAC, *n* = 13; 8 weeks TAC, *n* = 6. (**C** and **D**) LV mass (**C**) and ejection fraction (**D**) in WT and *Ccr2^–/–^* mice 8 weeks after sham or TAC. WT sham, *n* = 16; WT TAC, *n* = 17; *Ccr2^–/–^* sham, *n* = 14; *Ccr2^–/–^* TAC, *n* = 17. (**E**) Design of RNA sequencing experiments. (**F**) Volcano plot of genes expressed by mouse cardiomyocytes exposed to CCR2^+^ cardiac macrophage–conditioned medium (*n* = 4 per condition). Values are mean ± SD. **P < 0.01, ***P < 0.001, ****P < 0.0001 by 1-way ANOVA followed by Dunnett’s post hoc test (**A**) or Tukey’s post hoc test (**B**–**D**).

**Figure 2:**
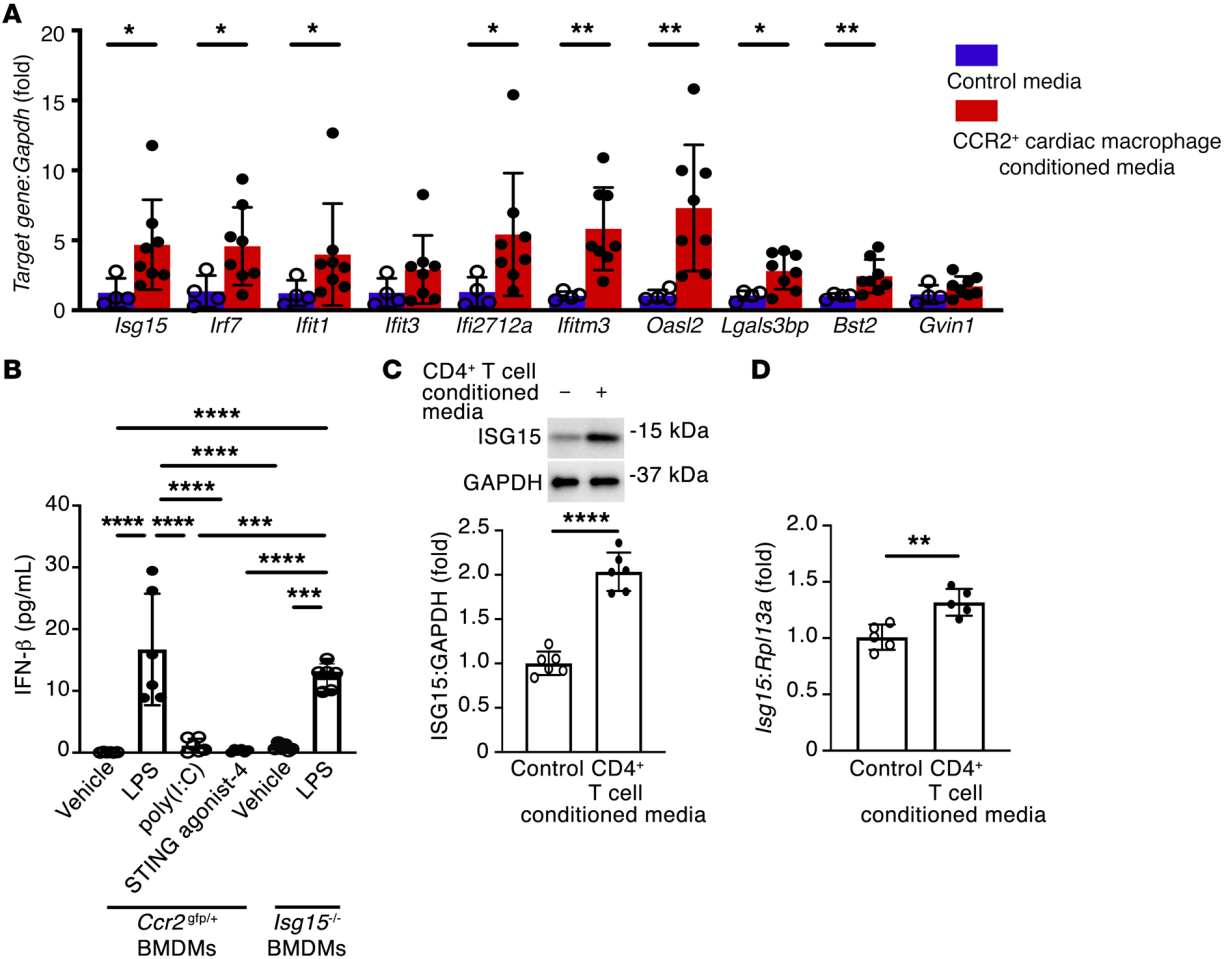
CCR2^+^ cardiac macrophages induce a cardiomyocyte IFN response. (**A**) qRT-PCR for IFN response genes (*Isg15*, *Irf7*, *Ifit1*, *Ifit3*, *Ifi2712a*, *Ifitm3*, *Oasl2*, *Lgals3bp*, *Bst2*, *Gvin1*) in mouse cardiomyocytes in medium conditioned by CCR2^+^ cardiac macrophages isolated from *Ccr2^gfp/+^* mouse hearts 1 week after TAC, or under control conditions. Control, *n* = 4; CCR2^+^ cardiac macrophage–conditioned medium, *n* = 8. (**B**) Culture medium IFN-β concentration in bone marrow–derived macrophages (BMDMs) from *Ccr2^gfp/+^* mice or *Isg15^–/–^* mice incubated with LPS (1 μg/mL), poly(I:C) (500 ng/mL), or STING agonist-4 (5 μmol/L) for 24 hours (*n* = 6 per condition). (**C** and **D**) Immunoblotting (**C**; *n* = 6 per condition) and qRT-PCR (**D**; *n* = 5 per condition) for ISG15 in mouse cardiomyocytes exposed to CD4^+^ T cell–conditioned medium for 24 hours. Values are mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 by unpaired 2-tailed Mann-Whitney test (**A**), 1-way ANOVA followed by Tukey’s post hoc test (**B**), or unpaired 2-tailed Student’s *t* test (**C** and **D**).

**Figure 3:**
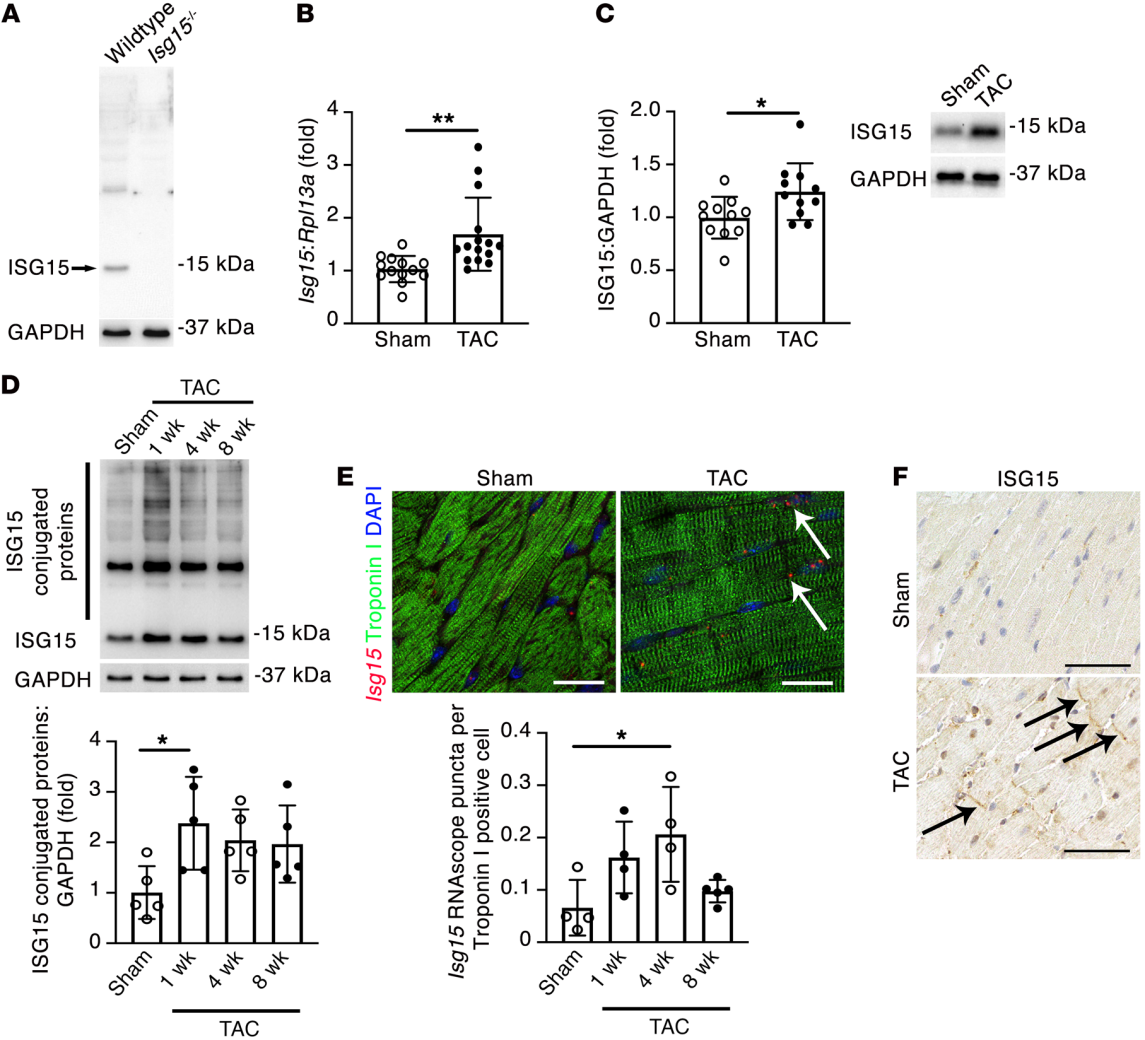
Cardiomyocyte ISG15 is upregulated in mouse hearts after TAC. (**A**) Immunoblotting of WT and *Isg15^–/–^* mouse hearts confirming specificity of the ISG15 antibody (clone 1H9L21). (**B**) qRT-PCR for *Isg15* in mouse hearts 8 weeks after sham or TAC. Sham, *n* = 13; TAC, *n* = 15. (**C**) Immunoblotting for ISG15 in mouse hearts 8 weeks after sham or TAC. Sham, *n* = 11; TAC, *n* = 11. (**D**) Immunoblotting for ISG15-conjugated proteins in mouse hearts 8 weeks after sham surgery or 1, 4, or 8 weeks after TAC (*n* = 5 per group). (**E**) RNAscope in situ hybridization for *Isg15* and immunofluorescence for troponin I in heart sections from mice 4 weeks after sham or TAC. The arrows mark *Isg15* RNAscope puncta in troponin I^+^ cardiomyocytes. Scale bars: 20 μm. *n* = 4 per group, except 8 weeks after TAC (*n* = 5). (**F**) Immunohistochemistry for ISG15 in mouse hearts 4 weeks after sham or TAC. The arrows mark positive immunostaining at, or close to, intercalated discs. Scale bars: 50 μm. Values are mean ± SD. *P < 0.05, **P < 0.01 by unpaired 2-tailed Student’s *t* test (**B** and **C**), or 1-way ANOVA followed by Dunnett’s post hoc test (**D** and **E**).

**Figure 4:**
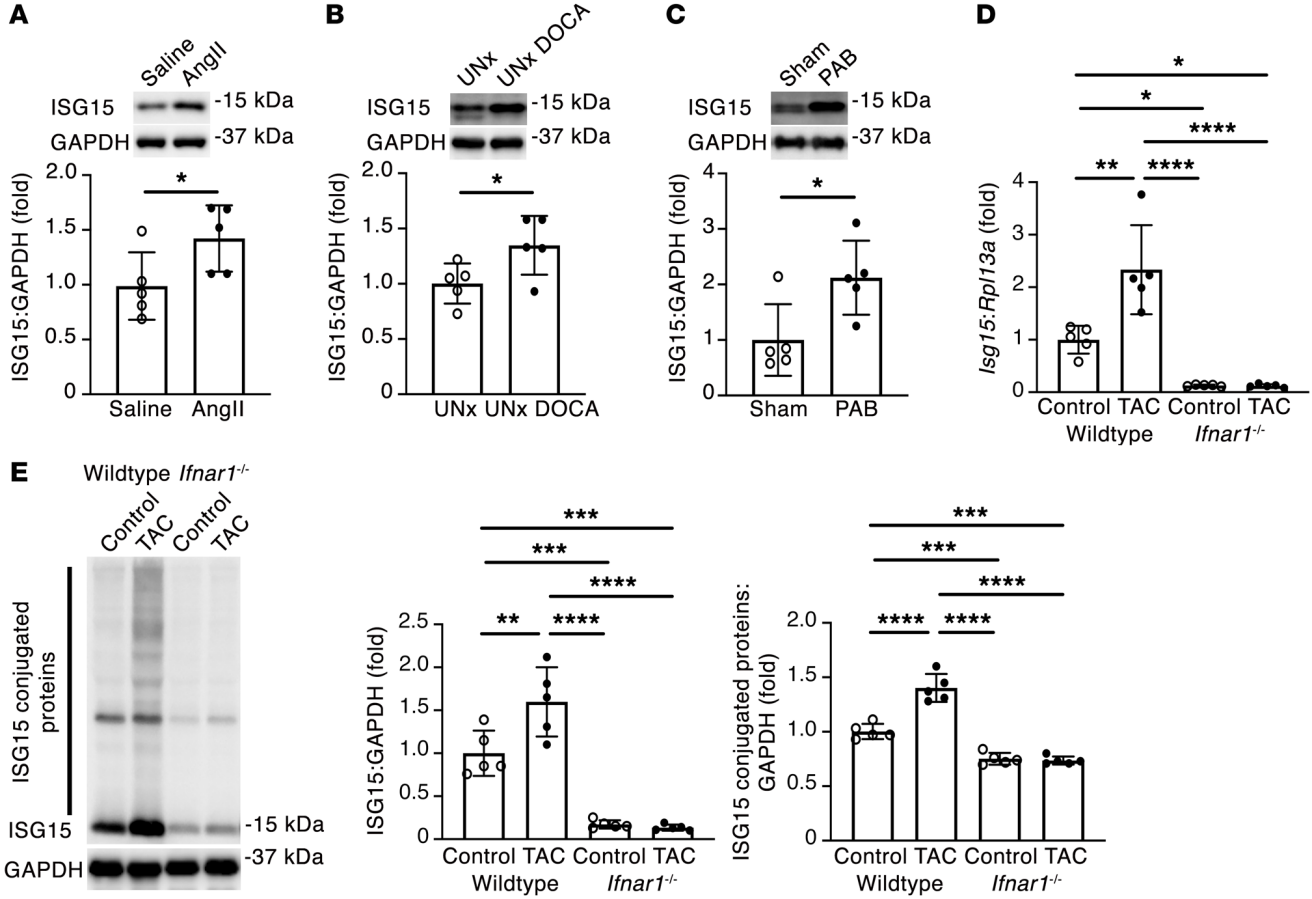
Pressure overload induces IFNAR-dependent ISG15 upregulation. (**A**) Immunoblotting for ISG15 in LV tissue of mice infused with Ang II (2 mg/kg/d) or saline for 14 days (*n* = 5 per group). (**B**) Immunoblotting for ISG15 in LV tissue of uninephrectomized rats (UNx) or UNx DOCA-salt rats followed for 4 weeks (UNx DOCA) (*n* = 5 per group). (**C**) Immunoblotting for ISG15 in right ventricular tissue of rats 6 weeks after sham or pulmonary artery banding (PAB) (*n* = 5 per group). (**D** and **E**) qRT-PCR (**D**) and immunoblotting (**E**) for ISG15 in WT and *Ifnar1^–/–^* mouse hearts 1 week after TAC (*n* = 5 per group). Values are mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 by unpaired 2-tailed Mann-Whitney test (**A**), unpaired 2-tailed Student’s *t* test (**B** and **C**), or 1-way ANOVA followed by Tukey’s post hoc test (**D** and **E**).

**Figure 5:**
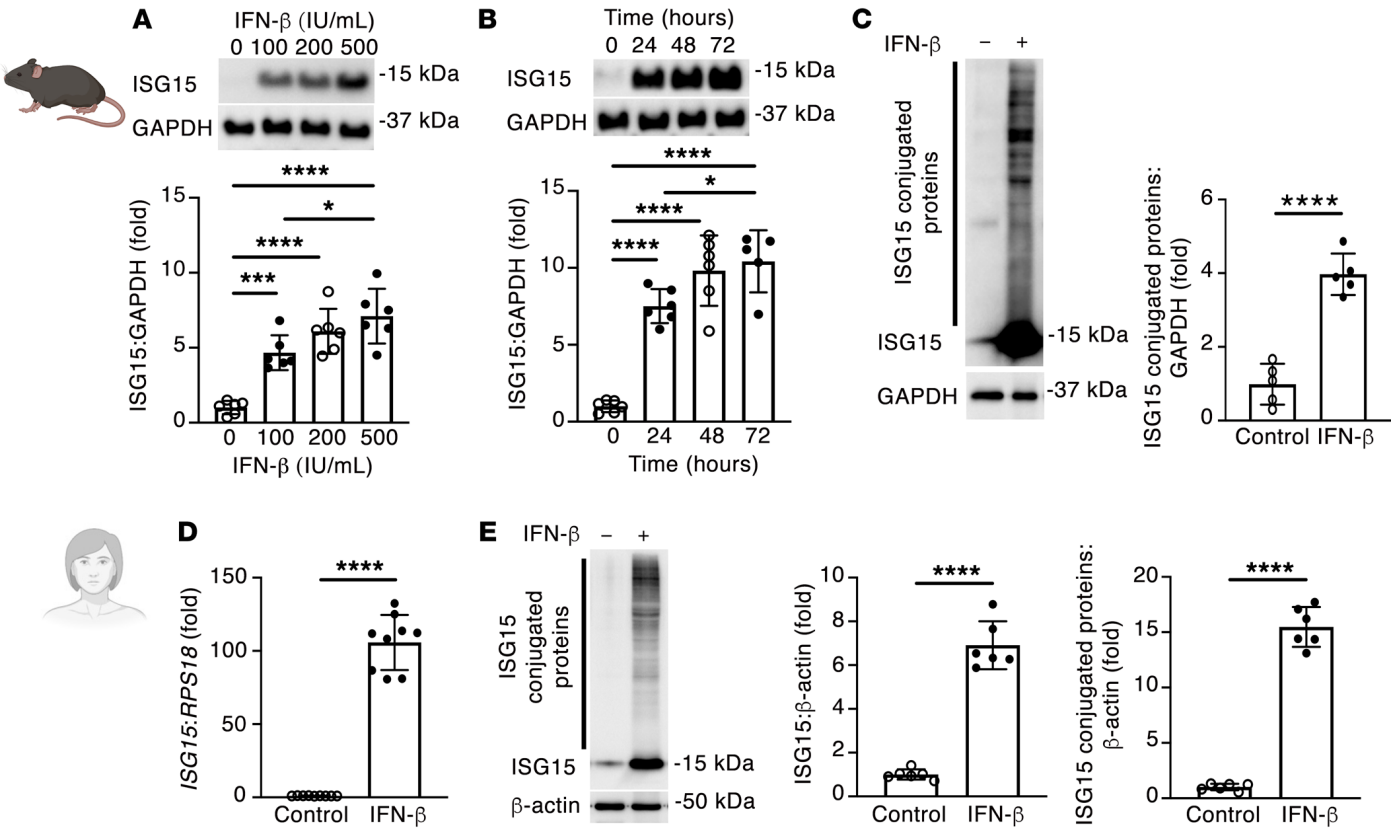
ISG15 is inducible in mouse and human cardiomyocytes. (**A**) ISG15 induction by recombinant IFN-β for 24 hours in primary mouse cardiomyocytes (*n* = 6 per condition). (**B**) ISG15 induction by 500 IU/mL recombinant IFN-β in primary mouse cardiomyocytes (*n* = 6 per condition, except 72 hours [*n* = 5]). (**C**) Immunoblotting for ISG15-conjugated proteins following stimulation with 500 IU/mL recombinant IFN-β for 48 hours (*n* = 5 per condition). (**D**) qRT-PCR for ISG15 in human cardiomyocytes incubated with 500 IU/mL IFN-β for 24 hours (*n* = 9 per condition). (**E**) Immunoblotting for ISG15 in human cardiomyocytes incubated with 500 IU/mL IFN-β for 48 hours (*n* = 6 per condition). Values are mean ± SD. *P < 0.05, ***P < 0.001, ****P < 0.0001 by 1-way ANOVA followed by Tukey’s post hoc test (**A** and **B**), or unpaired 2-tailed Student’s *t* test (**C**–**E**).

**Figure 6:**
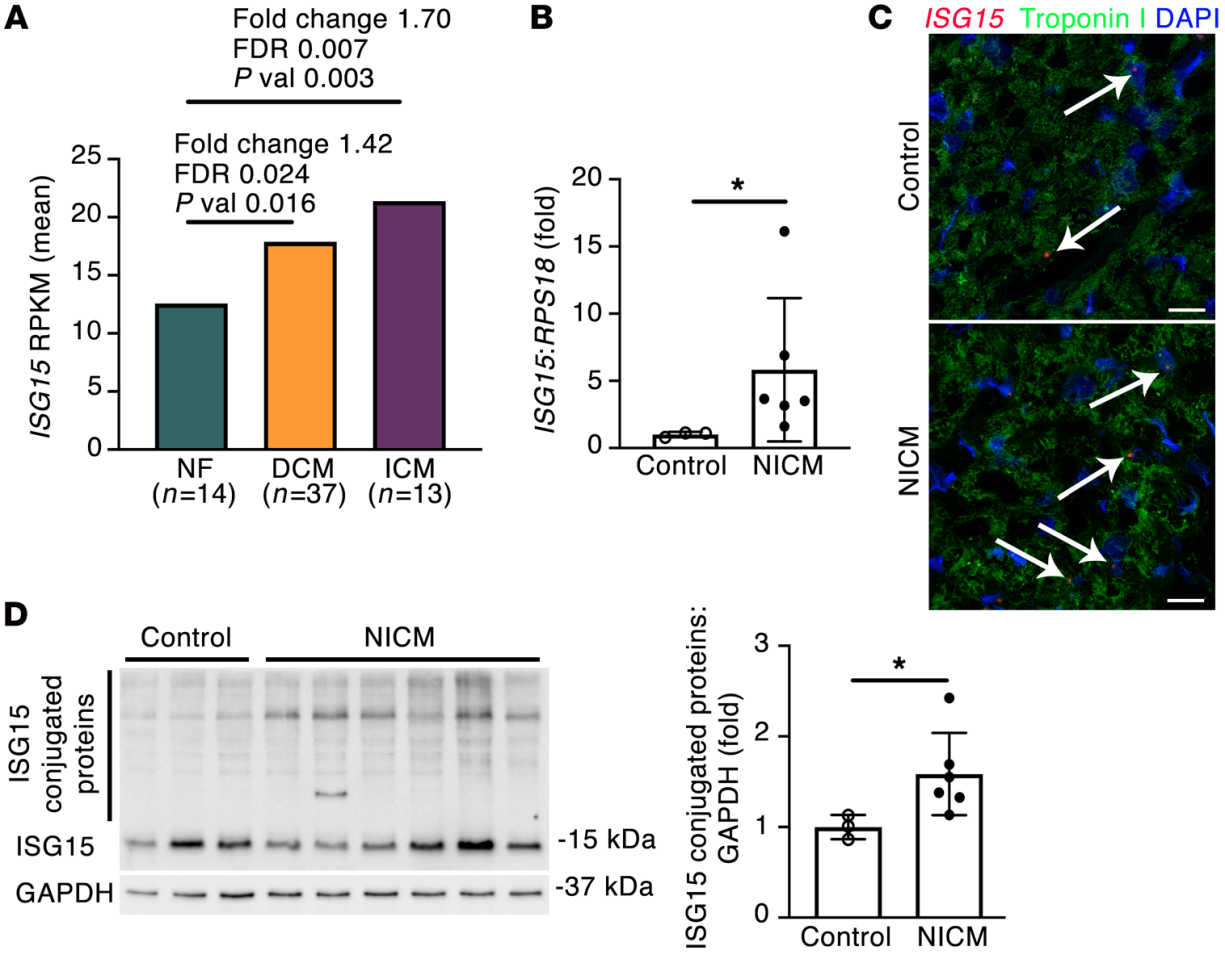
ISG15 is upregulated in human NICM. (**A**) *ISG15* in human LV samples from patients with nonfailing hearts (NF), dilated cardiomyopathy (DCM), or ischemic cardiomyopathy (ICM) (28). Differential expression determined by linear model ANOVA; *P* value (pval) adjusted for Benjamini-Hochberg FDR ≤ 0.05 (28). RPKM, reads per kilobase of transcript, per Mmllion mapped reads. (**B**) qRT-PCR in control human heart tissue (*n* = 3) and tissue from patients with end-stage heart failure due to NICM (*n* = 6). (**C**) RNAscope in situ hybridization for *ISG15* and immunofluorescence for troponin I in human LV tissue. The arrows mark *ISG15* RNAscope puncta in troponin I^+^ cardiomyocytes. Scale bars: 20 μm. (**D**) Immunoblotting for ISG15 and quantification of ISG15 protein conjugates in human control (*n* = 3) and NICM (*n* = 6) heart tissue. Values are mean ± SD. *P < 0.05 by unpaired 2-tailed Mann-Whitney test.

**Figure 7:**
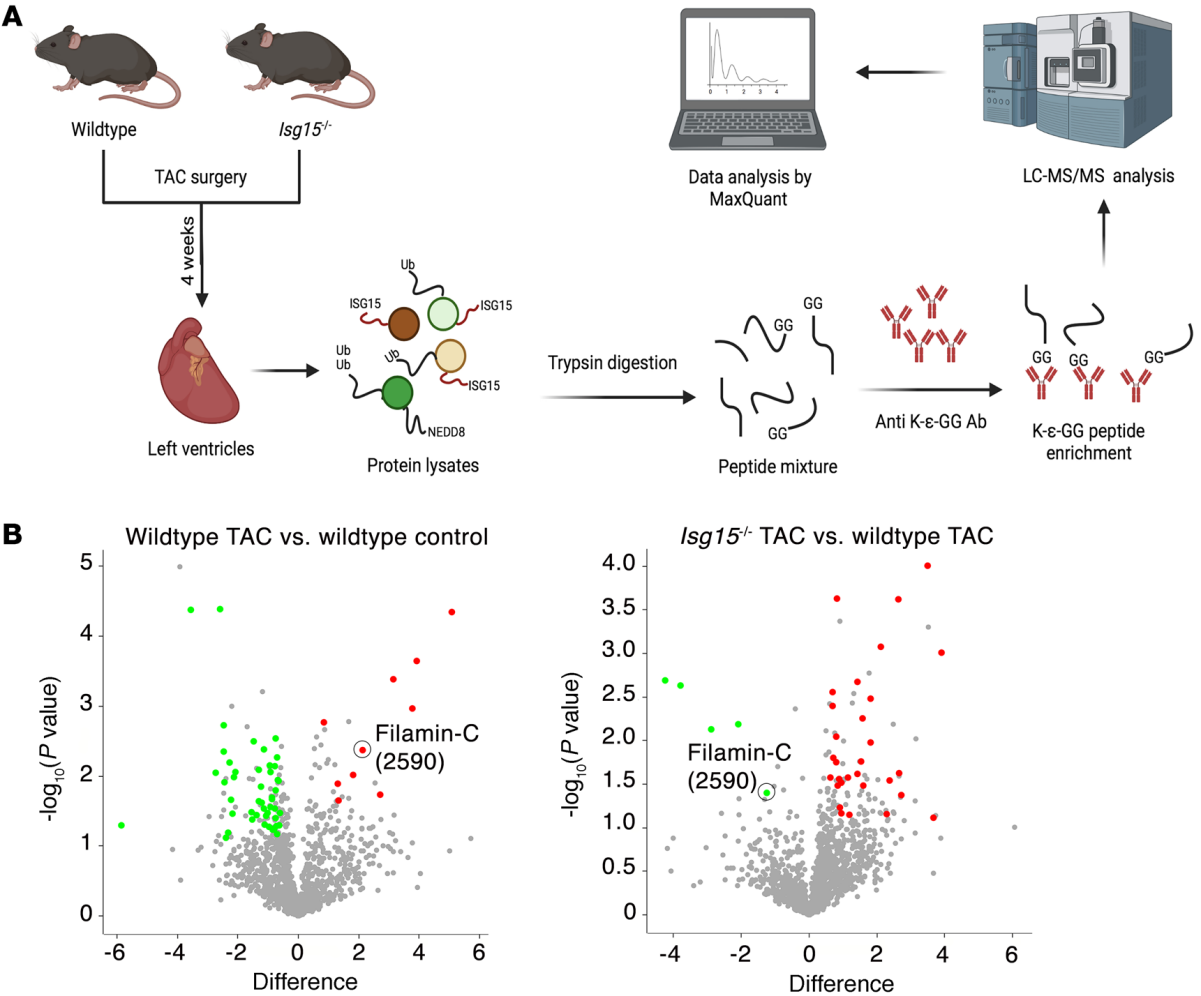
Identification of ISGylation targets in mouse hearts after TAC. (**A**) Design for diGLY proteomics experiments. (**B**) Volcano plots for the comparison of diGLY-enriched sites in WT TAC versus WT control and *Isg15^–/–^* TAC versus WT TAC (*n* = 3 per group). “Difference” indicates difference in the means of log_2_-transformed values between groups.

**Figure 8:**
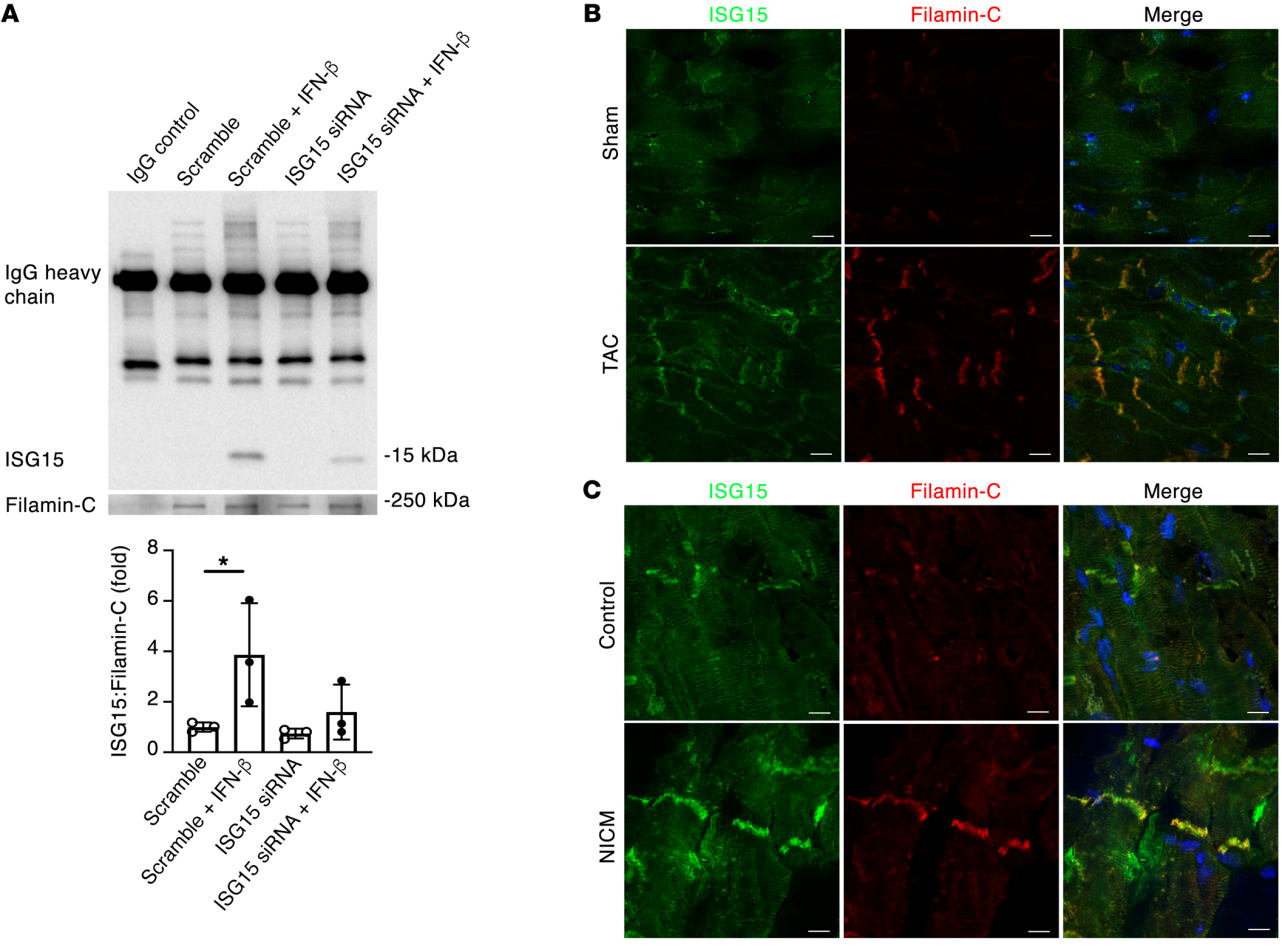
ISG15 associates with filamin-C in mouse and human hearts. (**A**) Immunoprecipitation for filamin-C and immunoblotting for ISG15 in human cardiomyocytes following knockdown of ISG15 with siRNA and incubation with 500 IU/mL IFN-β for 48 hours (*n* = 3 per condition). (**B** and **C**) Dual immunofluorescence staining for ISG15 and filamin-C in the hearts of sham-operated mice and mice 1 week after TAC (**B**) and human control tissue and LV tissue from a human with NICM (**C**). Scale bars: 10 μm. Values are mean ± SD. *P < 0.05 by 1-way ANOVA followed by Dunnett’s post hoc test.

**Figure 9:**
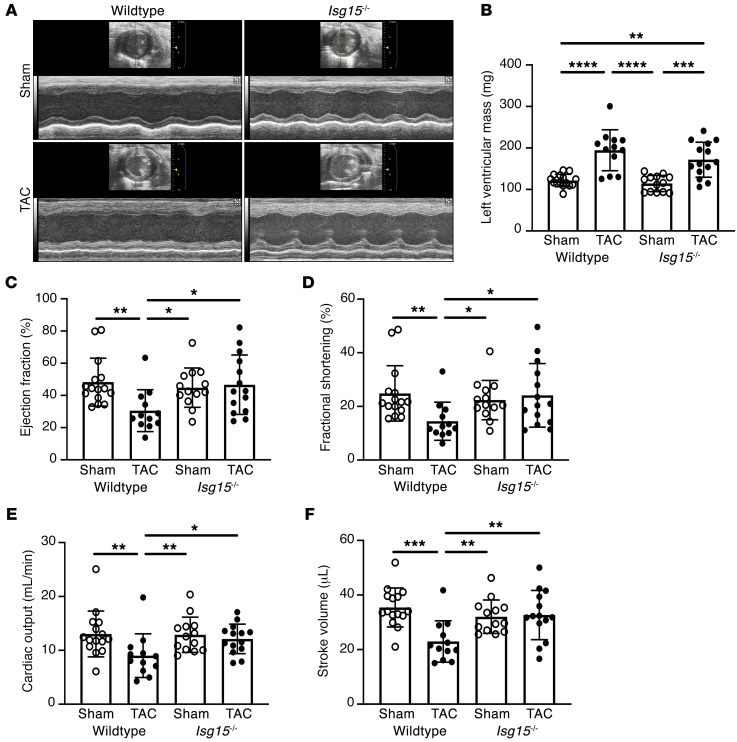
ISG15 deficiency attenuates LV systolic dysfunction in mice after TAC. (**A** and **B**) Representative M-mode echocardiographs (**A**) and LV mass (**B**) in WT and *Isg15^–/–^* mice 8 weeks after sham or TAC surgery. (**C**–**F**) Ejection fraction (**C**), fractional shortening (**D**), cardiac output (**E**), and stroke volume (**F**) in WT and *Isg15^–/–^* mice 8 weeks after sham or TAC. WT sham, *n* = 15; WT TAC, *n* = 12; *Isg15^–/–^* sham, *n* = 13; *Isg15^–/–^* TAC, *n* = 14. Values are mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 by 1-way ANOVA followed by Tukey’s post hoc test (skew-distributed data in **B**–**F** were log-transformed before statistical comparison).

**Figure 10:**
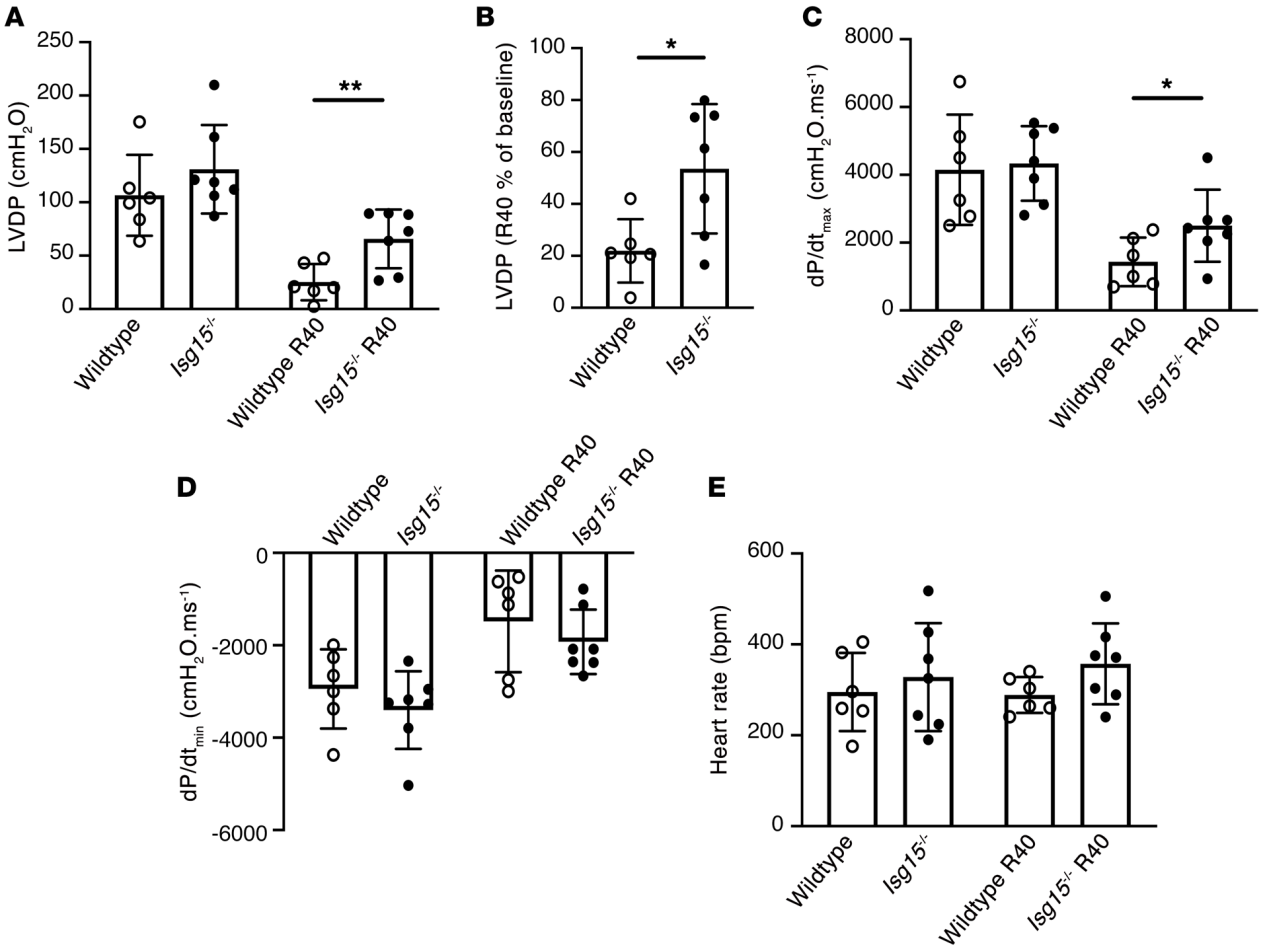
ISG15 deficiency improves contractile recovery of isolated mouse hearts. (**A**) Left ventricular developed pressure (LVDP) at baseline and 40 minutes after ischemia/reperfusion (R40) in isolated perfused hearts from WT (*n* = 6) and *Isg15^–/–^* (*n* = 7) mice. (**B**) Percentage recovery of LVDP 40 minutes after reperfusion. (**C**) *dP/dt*_max_. (**D**) *dP/dt*_min_. (**E**) Heart rate. Values are mean ± SD. *P < 0.05, **P < 0.01 by unpaired 2-tailed Student’s *t* test (**A** and **B**) or unpaired 2-tailed Mann-Whitney test (**C**).

**Figure 11:**
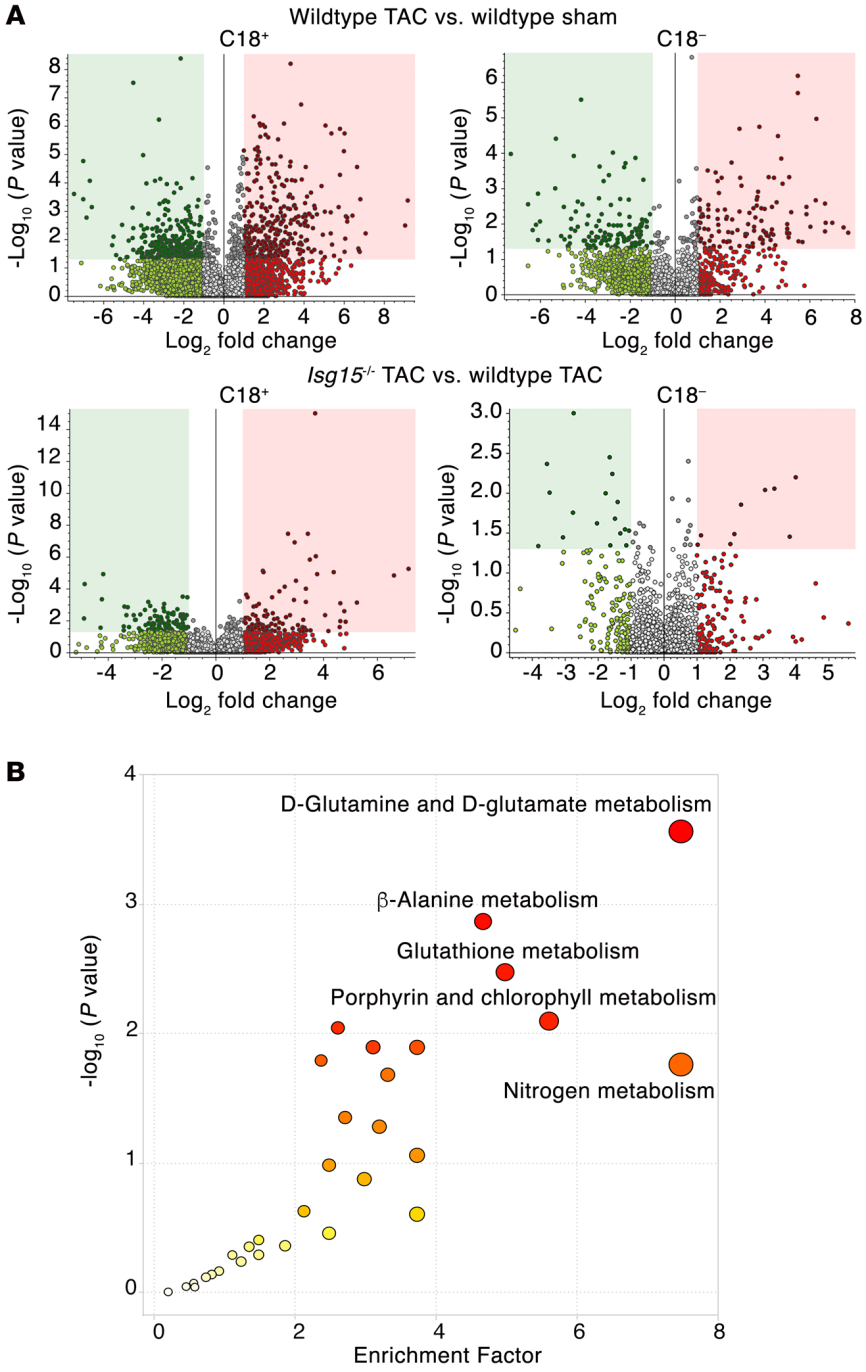
ISG15 deficiency alters amino acid metabolism in pressure-overloaded mouse hearts. (**A**) Volcano plots of untargeted metabolomic comparison of WT and *Isg15^–/–^* mouse hearts 8 weeks after sham or TAC surgery. Top: WT TAC hearts (*n* = 4) versus WT sham (*n* = 3). Bottom: *Isg15^–/–^* TAC hearts (*n* = 4) versus WT TAC (*n* = 4). (**B**) KEGG pathway analysis of metabolic pathways enriched in *Isg15^–/–^* mouse hearts versus WT mouse hearts 8 weeks after TAC. Enrichment factor = ratio of significant pathway hits versus expected pathway hits (*n* = 4 per group).

**Figure 12:**
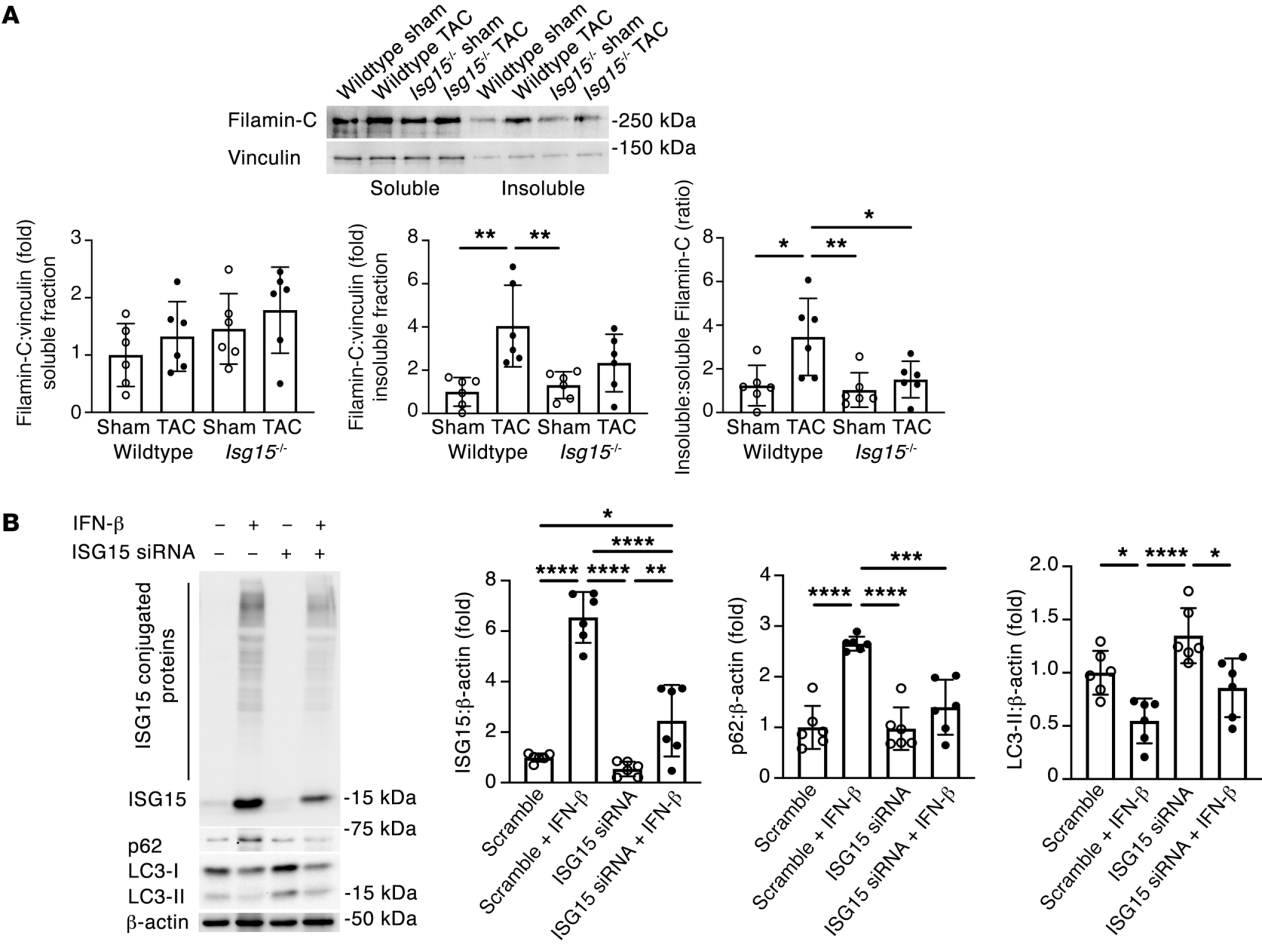
ISG15 induction impairs cardiomyocyte protein turnover. (**A**) Immunoblotting for filamin-C in the soluble and insoluble fractions of WT and *Isg15^–/–^* mouse hearts 8 weeks after sham or TAC surgery (*n* = 6 per group). (**B**) Immunoblotting for ISG15, ISG15-conjugated proteins, p62, and LC3 in human cardiomyocytes transfected with siRNA directed against ISG15 for 6 hours before incubation with 500 IU/mL IFN-β for 48 hours. Values are mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 by 1-way ANOVA followed by Tukey’s post hoc test.

## Version 1 05/01/2023

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

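Gene expression was measured by RNA sequencing in 8 libraries of adult C57BL/6 mouse ventricular cardiomyocytes, 4 incubated for 24 hours in control M199 medium and 4 in medium conditioned for 24 hours by CCR2+ cardiac macrophages of mice 4 weeks after TAC. The authors trimmed the reads with cutadapt, aligned them with Hisat2 to GRCm38, estimated transcript abundances with StringTie and derived the deposited FPKM per gene and per transcript with Ballgown. Tool versions and the annotation release are not given in the sources used here, and no scaling between libraries beyond FPKM is stated. The gene table has 11368 lines, of which 1 holds no entry and is not reported here. The 11367 genes are protein-coding, each with a mean of at least 0.5 FPKM in at least 1 group, so the table had already been filtered and no further filter was applied. For 10 gene symbols the table holds 2 entries, which were kept apart.

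Depth per library is unknown, since FPKM carry no read totals, so precision is given by the spread between libraries alone. Differences were tested with limma 3.58.1 in R 4.3.3, by a linear model of log2(FPKM + 1) on medium with moderated, intensity-dependent variances (trend) and two-sided p values, adjusted by the Benjamini-Hochberg method over all genes. A gene is said to rise or fall at an adjusted p under 0.05. Counts at the fold thresholds of the paper, 1.5 and 2.5, use an unadjusted p under 0.05 and the fold on the log2(FPKM + 1) scale. Library scores, the mean deviation of a list's genes from their mean over the 8 libraries, were compared by two-sided exact permutation over 70 arrangements.

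The 38 gene lists were fixed before the files were opened. They were written from general knowledge, except the qRT-PCR panel and the list of other proteins the paper names, which come from the paper. The 34 with at least 3 measured members were tested with camera from limma, with a preset correlation of 0.01 between members, adjusted over these 34. Since that test takes members as nearly independent, it was repeated with the correlation estimated from the data. The lists were also tested with fry from limma. In fry the interferon-stimulated, NF-kappaB and qRT-PCR panel lists had an adjusted p of 0.00331 each. It was 0.0167 for the GTPase list, 0.0262 for the NOD-like receptor and complement lists and 0.0289 for MHC class I. No other list passed fry, the endothelial markers included (adjusted p = 0.144 from fry). Enrichment of each list among the genes higher by at least 2.5-fold was tested with a one-sided Fisher exact test. Lists share genes, as between the interferon-stimulated list, which holds 9 of the 10 genes of the qRT-PCR panel, and the NOD-like receptor list, in which 33 of 54 measured genes belong to another list.

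Genes named in the text are those the paper names for the RNA sequencing or the qRT-PCR panel and Flnc, the 12 genes with the largest rises whose groups do not overlap, up to 12 of the largest falls at a fold change of 1.5 because none passed the adjusted p, and for each list 2 to 4 members by smallest p with the most abundant member. Other genes are named as chosen after their values were seen. This rule, the lists, the main tests and the alternatives were fixed before the data were examined, except for 3 alternatives chosen after seeing the data. These leave out control replicates 2 and 4, use a per-gene linear model with equal variances, or add the mean of the endothelial markers of each library as a covariate. Some tests of explanations were also chosen after the results were seen. They use the endothelial covariate, or concern carried-over macrophage RNA, all other heart cells in conditioned-medium replicate 4, or pairs of control libraries.

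The alternatives set before were a pseudocount of 0.1, a stricter filter, rescaling to equal totals over all genes or over nuclear-encoded genes, median-of-ratios size factors, quantile normalization, the per-gene F test with a library-size term that Ballgown describes, array weights, the replicate number as a block, transcript FPKM summed per gene, each library left out in turn, and fold as the ratio of mean FPKM. Neither the paper nor the labels say that replicate numbers pair the libraries. Of 4 same-numbered pairs, 1 had a correlation of gene deviations over 0.1, which does not settle whether they were paired. The block is therefore used only as an alternative. Every comparison was repeated over the 35 ways to divide the 8 libraries into groups of 4. On simulated data of the same size, with 100 changed genes per step, limma recovered 68 of 100 genes at a log2 change of 1 and 98 of 100 at 2, with 6 unchanged genes called, the per-gene F test recovered 8 and 30 of 100, and the per-gene linear model 45 and 83 of 100, each with 3 unchanged genes called. Camera called the raised list and 0 of 30 random lists. The simulated genes were drawn independently of one another. So these counts do not show how often limma or camera makes false calls where genes vary together, as in these libraries. The qRT-PCR, protein and heart measurements of the paper were not analysed here.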

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

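The tests with the endothelial covariate, for carried-over macrophage RNA, for all other heart cells in conditioned-medium replicate 4 and for pairs of control libraries were chosen after the results were seen. Of 82 groups of 4 values tested for a library far from the others, 23 held one, where chance gives about 5% for independent groups. Many of the 82 are genes named for their rise or fall in the same data, and they share libraries. So the 5% does not apply to them as a set.

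Most of the outlying values come from conditioned-medium replicate 4. Its FPKM summed to 387597 (the other 3 conditioned-medium libraries 321363 to 328514), its nuclear-encoded genes to 143268 (213357 to 222294), and its mitochondrial share was 63.0%. Its mean deviations were -1.31 for the sarcomere genes, -0.98 for oxidative phosphorylation, -0.94 for fatty acid oxidation and -1.18 for calcium handling. Its FPKM were far below the other 3 for Cxcl5 (68.1), Ifit3 (13.9), Lgals3bp (19.9), Ldb3 (13.3), Slc2a4 (4.45), Fhod3 (3.74), Retreg1 (10.9), Cdh2 (9.87), Vldlr (1.85) and Asb2 (3.07), and far above them for Ifitm3 (439), H2-T23 (15.0) and Zfp180 (7.34). In other libraries, Ifi27l2a was low in conditioned-medium replicate 3 (13.6 FPKM), Ifit3b was low in control replicate 4 (0.574 FPKM) and Nppb was high in control replicate 4 (314 FPKM). Outside the genes the paper discusses, Cxcl5 and Selp rose in conditioned medium, with log2 fold changes of 3.36 and 1.80.

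The rise of interferon-stimulated genes could come from more endothelial or other heart cells in the conditioned-medium cultures, from macrophage RNA carried over with the medium, or from a response of the cardiomyocytes. With the endothelial marker mean as a covariate the median log2 fold change of the 57 genes was 0.86 (0.80 to 0.96 with each library left out), against 1.11 without it. So the levels of these markers did not account for the whole rise in this fit. The endothelial scores did not overlap between the media, so the covariate separates endothelial share from medium only in part. It cannot show a response of endothelial cells to the medium. It holds no markers of the other heart cells, so these sources stay open. Under that covariate Isg15 had a log2 fold change of 2.36 (standard error 0.45, unadjusted p = 4.5e-04 from limma) in place of 2.86 (standard error 0.33, unadjusted p = 1.8e-06 from limma). Its call (adjusted p = 0.296 from limma) ended with a smaller fold and a larger standard error. The adjusted p also depends on the p values of all other genes, and these parts were not separated. The macrophage marker median minus the interferon list median was -0.54 (-0.70 to -0.33 with each library left out), and -0.65 with a pseudocount of 0.1 (-1.11 to -0.35), at median levels of 1.65 and 1.63 FPKM in control medium, but without a macrophage library to give the levels of both lists in those cells this does not decide about carried-over RNA. That source and a response of the cells in culture stay open, including one to serum, which the Methods name only for the macrophage medium (serum response genes had a median of 0.13, camera adjusted p = 0.611).

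The distance of conditioned-medium replicate 4 could come from mitochondrial transcripts filling its FPKM total, from loss of long transcripts, or from more of all other heart cells. After rescaling to the same nuclear total its sarcomere median deviation was -0.70 (-1.30 before, 0.11 to 0.37 in the other 3 after), so the mitochondrial share accounts for part of it at most and the test does not decide. Transcript length and the deviation of the library had a Spearman correlation of -0.041 (-0.08 to 0.15 in the other 3), which argues against loss of long transcripts. After that rescaling the median deviations were 1.15 for endothelial, 0.50 for fibroblast, 0.21 for macrophage and -0.07 for mural markers. The endothelial median exceeded the lowest by 1.22 (pooled SD 0.58), which argues against an equal rise of all these cells. It does not decide about a larger share of some of them. Other causes, in the cells or in the library, were not tested and stay open.

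More genes were higher than lower by at least 1.5-fold, which could come from low transcripts of other heart cells in control replicates 2 and 4 or from the medium. Without those 2 libraries the higher genes numbered 124, against 252 to 1194 without any other 2 controls and 467 with all. Leaving out replicate 2 or 4 alone had already given the fewest (319 and 259, against 808 without replicate 1 and 533 without replicate 3). So the low count of this pair was largely foreseeable and is no separate evidence for a part played by these 2 controls. The 124 are still more than the 20 lower genes of the fit without both. An effect of the medium on the remaining genes stays open.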

How the results depend on the processing

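3 settings were chosen after the results were seen: without control replicates 2 and 4, the per-gene linear model and the endothelial covariate. Of the alternatives set before the data were examined, 427 of 468 values of named genes and 564 of 646 list results kept their direction and their side of the threshold, and of the added ones 44 of 78 and 42 of 67. Except where stated, the cause of a change was not tested. The 63 rises became 0 with the F test, 882 with array weights, 0 with the per-gene model, 2 without control replicates 2 and 4, 1 with the covariate and 31 to 110 with 1 library left out. The replicate block gave 69. The 0 falls became 1 with a pseudocount of 0.1, equal totals, median-of-ratios, summed transcripts, or without control replicates 2 and 4, 2 with quantile normalization, 51 with array weights and 0 to 2 with 1 library left out. The 467 higher genes became 854 (pseudocount 0.1), 308 (quantile), 216 (F test), 880 (ratio of means), 295 (per-gene model), 124 (without control replicates 2 and 4), 124 (covariate) and 259 to 808 (1 library left out). The 39 lower genes became 63 (pseudocount 0.1), 72 (equal totals), 66 (median-of-ratios), 60 (quantile), 148 (F test), 62 (replicate block), 79 (summed transcripts), 62 (ratio of means), 20 (without control replicates 2 and 4), 12 (per-gene model), 20 (covariate) and 10 to 108 (1 library left out). The 42 genes became 156 (pseudocount 0.1), 87 (equal totals), 157 (ratio of means), 23 (without control replicates 2 and 4), 25 (covariate) and 31 to 69 (1 library left out). A smaller pseudocount and the ratio of means give larger folds to genes of low FPKM by construction. Isg15 kept its direction, with a log2 fold change of 2.68 (F test), 2.28 (without control replicates 2 and 4, adjusted p = 0.0833 from limma), 2.86 (per-gene model, adjusted p = 0.149 from that model), 2.36 (covariate, adjusted p = 0.296 from limma) and 2.62 to 3.22 (1 library left out). Its adjusted p ranged from 3.9e-04 to 0.118 over the alternatives set before. The 26 lists past the camera test became 0 with an estimated correlation and 23 to 28 with 1 library left out, and the 6 enriched lists became 11 (pseudocount 0.1) and 6 to 8 (1 library left out). These list directions in the camera test turned, given with the median log2 fold change: ribosomal proteins 0.0944 (quantile), 0.095 (array weights), -0.0418 (without control replicates 2 and 4) and 0.0992 (covariate), mitochondrially encoded genes -0.0819 (array weights) and -0.11 (without conditioned-medium replicate 4, with -0.11 to 0.36 over the libraries left out), the proteasome list -0.0101 (quantile), and with the covariate calcium handling 0.0875, stress genes 0.12, heat shock proteins 0.18, hypoxia and glycolysis 0.0768, oxidative phosphorylation 0.18 and sarcomere genes 0.12. The median log2 fold change of all genes was 0.024, and 0.10 after rescaling to the same nuclear total, 0.12 with array weights and 0.12 without conditioned-medium replicate 4. It was below 0 with the F test (-0.071), without control replicate 4 (-0.037) and without control replicates 2 and 4 (-0.086), among others. Dropping the filter would keep the same genes, since the deposited table was already filtered, and an unfiltered table was not tested. Depth is unknown, so how far it limits genes of low FPKM could not be measured.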

Differences from the paper's values

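The per-gene linear model named below was chosen after the results were seen, and the other settings were set before. At a fold change of 1.5 and an unadjusted p under 0.05, the paper gives 295 higher genes and 467 were found here. Of 19 alternatives set before the data were examined, 7 fall within 1.5 times of the paper's value: FPKM of at least 1 in at least 4 libraries (440), median-of-ratios size factors (439), quantile normalization (308), the per-gene F test with a library-size term (216), without control replicate 2 (319), without control replicate 4 (259) and without conditioned-medium replicate 4 (393). The other 12 do not. For lower genes the paper gives 12 and 39 were found here, and 1 of the 19 falls within 1.5 times of it, without conditioned-medium replicate 4 (10). The per-gene linear model with equal variances, chosen after seeing the values, gives 295 higher and 12 lower genes, and 41 at a fold change of 2.5. It keeps 295 of the 467 higher genes, and the paper's own gene list is not used here, so how many of its genes this model drops was not counted.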

Other observations

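Lists of cardiomyocyte metabolism and contraction had medians below 0 without any gene past the test. Of 16 measured calcium handling and ion channel genes, none rose or fell with limma (0 higher and 0 lower unadjusted), and the median log2 fold change was -0.41 (adjusted p = 2.8e-04 from camera, adjusted p = 0.481 with an estimated correlation). Atp2a2, the gene of the calcium pump SERCA2, had a log2 fold change of -0.45. For 30 nuclear-encoded oxidative phosphorylation genes the median was -0.30 (adjusted p = 2.4e-07 from camera, adjusted p = 0.481 with an estimated correlation, 0 higher and 0 lower unadjusted). Both lists were lowest in conditioned-medium replicate 4, with mean deviations of -1.18 for calcium handling and -0.98 for oxidative phosphorylation. Conditioned-medium replicates 1 to 3 were at 0.05 to 0.27 and 0.04 to 0.23. These lie within the control libraries, at -0.07 to 0.52 and -0.02 to 0.28, so the size of both low medians depends on replicate 4. Without that library the oxidative phosphorylation list still passed camera with its preset correlation (adjusted p = 2.2e-04). The median log2 fold change of all genes was 0.12 in that fit. For 13 mitochondrially encoded genes the median was 0.21 (camera adjusted p = 0.425, 0.0205 without control replicate 4 and 0.0233 without conditioned-medium replicate 3), and -0.11 without conditioned-medium replicate 4 (camera adjusted p = 7.6e-05, direction turned). For 12 fetal and hypertrophic stress genes it was -0.11 (camera adjusted p = 0.0968, 0.0178 without control replicate 1, 0.024 without control replicate 3, 0.047 without conditioned-medium replicate 2 and 0.0344 without conditioned-medium replicate 3), with Nppb lower when adjusted over the list alone.

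Of genes of protein turnover and stress responses, none passed the test with limma. Medians were -0.07 for 32 autophagy genes (adjusted p = 0.0395 from camera, adjusted p = 0.695 with an estimated correlation, and 0.0937, 0.0512 and 0.149 from camera without control replicate 2, conditioned-medium replicate 1 and conditioned-medium replicate 4), -0.12 for 26 proteasome and ubiquitin ligase genes (adjusted p = 2.8e-04 from camera, adjusted p = 0.534 with an estimated correlation), and -0.27 for 28 genes of the amino acid and integrated stress response (adjusted p = 1.2e-04 from camera, adjusted p = 0.459 with an estimated correlation). The median was -0.06 for 30 ribosomal protein genes (adjusted p = 0.0395 from camera, adjusted p = 0.714 with an estimated correlation, and 0.792, 0.147 and 0.354 from camera without control replicate 4, conditioned-medium replicate 2 and conditioned-medium replicate 4). It was -0.20 for 17 genes of hypoxia and glycolysis (adjusted p = 0.0236 from camera, adjusted p = 0.488 with an estimated correlation, and 0.0702 and 0.143 from camera without control replicates 2 and 4 in turn), of which Adm was higher when adjusted over the list alone. It was 0.31 for 15 cell cycle genes (adjusted p = 0.00976 from camera, adjusted p = 0.488 with an estimated correlation, 0.0578 from camera without control replicate 2). Besides the mitochondrially encoded, stress and serum response genes, the lists not past the camera test were 13 heat shock genes (median 0.05, mean 0.02, camera direction down, adjusted p = 0.502), 14 antioxidant genes (median 0.21, adjusted p = 0.152), 9 interferon receptor and kinase genes (median 0.16, adjusted p = 0.425), 9 pericyte and smooth muscle markers (median 0.48, adjusted p = 0.134, and 0.0278 and 0.0353 without control replicates 1 and 3 in turn), and 13 other proteins the paper names (median -0.22, mean -0.01, camera direction up, adjusted p = 0.875), of which Usp18 rose and which all belong to other lists. Of neutrophil and red blood cell genes 1 each was measured, Mmp8 (log2 fold change 0.46) and Hbb-bs (log2 fold change 0.38), and 0 of the T and B cell markers.

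The library scores of the interferon-stimulated and the endothelial lists did not overlap between the media (two-sided exact permutation p = 0.0286 each, adjusted over 11 scores 0.157). For the macrophage, fibroblast and sarcomere scores the exact permutation p was 0.0571, 0.114 and 0.114. In conditioned-medium replicates 1 to 4, 56, 54, 55 and 51 of the 57 interferon-stimulated genes lay above every control library.

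The 35 divisions of the libraries into groups of 4 were planned, and none was chosen after the results were seen. The count of genes higher at an adjusted p under 0.05 was as large in 1 of 35, the true one (63, highest other 39), that of genes lower in 35 of 35 (0, which any division reaches, so this says nothing), that of genes higher by 1.5-fold in 2 of 35 (467, highest other 605), that of genes lower by 1.5-fold in 24 of 35 (39, set against the larger direction of each division, and in 15 of 35 with 1 direction per division), that of genes higher by 2.5-fold in 1 of 35 (42, highest other 20), that of lists past the camera test in 3 of 35 (26, highest other 26) and that of enriched lists in 1 of 35 (6, highest other 4). So the counts of higher and of lower genes at 1.5-fold and the number of lists past the camera test are within what other divisions give. The 6 enriched lists include the qRT-PCR panel, which the study chose itself, and lists that share genes. So the count of enriched lists in the true division is not fully independent evidence. The division with 605 sets control replicate 1 and conditioned-medium replicates 1 to 3 against control replicates 2 to 4 and conditioned-medium replicate 4, and so follows the structure of the libraries.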
